# Image-based identification and isolation of micronucleated cells to dissect cellular consequences

**DOI:** 10.7554/eLife.101579

**Published:** 2025-06-02

**Authors:** Lucian DiPeso, Sriram Pendyala, Heather Z Huang, Douglas M Fowler, Emily M Hatch

**Keywords:** micronuclei, neural net, aneuploidy, nuclear envelope, Human

## Abstract

Recent advances in isolating cells based on visual phenotypes have transformed our ability to identify the mechanisms and consequences of complex traits. Micronucleus (MN) formation is a frequent outcome of genome instability, triggers extensive changes in genome structure and signaling coincident with MN rupture, and is almost exclusively defined by visual analysis. Automated MN detection in microscopy images has proved challenging, limiting discovery of the mechanisms and consequences of MN. In this study we describe two new MN segmentation modules: a rapid model for classifying micronucleated cells and their rupture status (VCS MN), and a robust model for accurate MN segmentation (MNFinder) from a broad range of cell lines. As proof-of-concept, we define the transcriptome of non-transformed human cells with intact or ruptured MN after chromosome missegregation by combining VCS MN with photoactivation-based cell isolation and RNASeq. Surprisingly, we find that neither MN formation nor rupture triggers a strong unique transcriptional response. Instead, transcriptional changes appear correlated with small increases in aneuploidy in these cell classes. Our MN segmentation modules overcome a significant challenge with reproducible MN quantification, and, joined with visual cell sorting, enable the application of powerful functional genomics assays to a wide-range of questions in MN biology.

## eLife digest

Healthy cells house most of their genetic information, such as their chromosomes, within a dedicated compartment known as the nucleus. Micronuclei, on the other hand, are small cellular compartments which contain pieces of DNA left behind after improper cell divisions or other abnormal events. Detectable under the microscope, their presence is usually interpreted as a sign of aging, disease or negative perturbations such as exposure to toxic chemicals.

However, new research suggests that micronuclei could also be directly harmful. When they rupture – which they almost always do – the sudden presence of unprotected genetic information in the ‘incorrect’ part of the cell could trigger dangerous cascades of events. To better understand these processes, researchers need to be able to quickly identify and isolate micronuclei-carrying cells within a large population, but such techniques are currently lacking.

DiPeso et al. aimed to address this gap by developing an AI tool, MNFinder, which can analyse images of live cells and automatically identify micronuclei. This allowed the team to mark and isolate cells in which these compartments were either absent, present, or had ruptured. Further experiments showed that, unexpectedly, patterns of gene expression did not differ between these different groups of cells. This suggests that the cell cannot ‘see’ that it has too many nuclei, or sense when its own DNA is in the wrong place. The disease-associated changes caused by the rupturing of micronuclei may therefore only emerge later, when the cell next divides. At this point, the DNA is heavily damaged and can activate immune checkpoint pathways, which can generate cancer-driving mutations and cellular self-destruct signals.

By developing and making MNFinder freely available, DiPeso et al. hope that micronuclei will be easier to study for scientists in a wide range of fields. Interestingly, micronuclei occur frequently during early human embryo development and may affect fertility, highlighting another research area that could benefit from these tools. As with all image analysis programs, however, increased usage, data, and model training will expand the use and ease of applying these tools to critical questions in human health.

## Introduction

Recent advances in automated image analysis have led to the development of high-throughput platforms to isolate specific cell classes and match visual phenotypes to specific genetic and expression profiles. These platforms bring the power of population-based analyses and pooled genetic screening to a large range of phenotypes that are defined solely by visual changes in subcellular features. One such feature are micronuclei (MN), nuclear compartments containing a few chromosomes or chromatin fragments that result from mitotic segregation errors or DNA damage (Bona and Bakhoum, 2024; Guo et al., 2019). Increased MN frequency is a hallmark of carcinogen exposure, cancer development, and aging, and MN are potent drivers of massive genome structural changes, pro-inflammatory and metastasis signaling, and senescence (Bakhoum et al., 2018; Dou et al., 2017; Harding et al., 2017; He et al., 2019; Mackenzie et al., 2017; Mohr et al., 2021; Soto et al., 2018; Zhang et al., 2015). These processes are linked to MN rupture, which exposes the chromatin to the cytosol for the duration of interphase (Hatch et al., 2013), and may contribute to tumorigenesis, metastasis, aging, and immune disorders (Bona and Bakhoum, 2024; Guo et al., 2019).

Most studies on the biology and consequences of MN formation and rupture take advantage of the fact that MN can be induced with high frequency in cultured cells, for instance by inhibiting the spindle assembly checkpoint kinase Mps1 (Krupina et al., 2021). However, these interventions cause diverse additional nuclear and cellular changes, including nuclear atypia, chromatin bridges, aneuploidy, and DNA damage (Flynn et al., 2021; Santaguida et al., 2017). Sophisticated techniques have been developed to overcome this challenge by identifying micronucleated cells in single cell arrays, inducing missegregation of a single chromosome or chromosome arm without global ploidy changes by CRISPR, and purifying MN from lysed cells (Agustinus et al., 2023; Ly et al., 2017; Mohr et al., 2021; Papathanasiou et al., 2023; Zhang et al., 2015). These techniques led to new insights into MN functional defects and their mechanisms but have a limited ability to define the cellular consequences of MN formation and rupture. To understand these consequences across biologically relevant contexts, what is needed is a method that can identify and isolate all micronucleated cells from a mixed population in a broad range of cell types and conditions.

Automated detection of MN using conventional image analysis methods is challenging due to the diversity of MN sizes, their morphological similarity to frequently co-occurring nuclear features, including nuclear blebs and chromatin bridges, and their proximity to nuclei. Machine learning methods, specifically deep neural nets, are a powerful approach to discriminate cellular organelles and were used to develop programs to identify nuclei, mitochondria, and spindle poles with high fidelity (Caicedo et al., 2019b; Dang et al., 2023; Fischer et al., 2020). In this study, we apply neural network-based pixel classification to rapidly identify micronucleated cells (VCS MN) or pixel and instance classification to segment MN with high sensitivity across multiple cell types and imaging conditions (MNFinder). We demonstrate the utility of these analyses for understanding the consequences of micronucleation by combining VCS MN with a phenotype-based cell isolation method, called Visual Cell Sorting (VCS), to define the transcriptomic profile by RNAseq of hTERT-RPE1 cells that have none, intact, or ruptured MN after induced chromosome instability. During visual cell sorting, live single cells expressing nuclear-localized Dendra2 are photoconverted on-demand based on the results of the VCS MN classifier. Specific cell classes are then isolated by FACS (Hasle et al., 2020). We show that we can recapitulate an established aneuploidy signature using this method and find that neither micronucleation nor rupture is sufficient to induce significant transcriptional changes. We anticipate that visual cell sorting will be critical to address fundamental questions about how MN contribute to cancer development and enable new high-throughput screens for MN stability and survivability regulators. In addition, we expect MNFinder to have a broad utility for experimenters requiring accurate quantification of MN frequency and characteristics in cultured cells, including those in cancer research, nucleus biology, and virology.

## Results

### Development and training of VCS MN to rapidly classify micronucleated cells by fluorescence imaging

To isolate live micronucleated cells from a mixed population by visual cell sorting, we developed an automated pipeline to rapidly identify nuclei associated with one or more MN. For these studies, we focused on hTERT RPE-1 (RPE1) cells, a near-diploid, non-transformed human cell line that has been extensively used to study chromosome missegregation, aneuploidy, and micronucleation (He et al., 2019; Kneissig et al., 2019; Mammel et al., 2021; Santaguida et al., 2017; Zhang et al., 2015). We co-expressed a fluorescent chromatin marker (H2B-emiRFP703) to identify nuclei and MN with 3xDendra2-NLS (nuclear localization signal) to identify ruptured MN and photoactivate selected cells (Hasle et al., 2020; Hatch et al., 2013; Matlashov et al., 2020; Figure 1a). We refer to this cell line as RFP703/Dendra. In the absence of mitotic perturbations, RPE1 cells have a very low frequency of MN and nuclear atypia, including blebs and chromatin bridges (Figure 1—figure supplement 1a–b). Addition of an Mps1 kinase inhibitor (Mps1i), which blocks the spindle checkpoint and accelerates the metaphase-anaphase transition, induces a high level of whole chromosome missegregation and micronucleation (Garribba et al., 2023). In RFP703/Dendra cells, Mps1i incubation for 24 hr increased MN frequency from 3% to ~50% of cells (Figure 1—figure supplement 1b). Mps1i also increased the frequency of misshapen nuclei and chromatin bridges, but to substantially lower levels than MN (Figure 1—figure supplement 1b), and only misshapen nuclei were slightly enriched in the MN +population (Figure 1—figure supplement 1c). Most MN +nuclei had only one associated MN and these MN were most likely to contain a single chromosome, consistent with previous analyses (Figure 1—figure supplement 1d–e; Garribba et al., 2023). Thus, the major effect of short-term Mps1 inhibition on nuclear morphology in RPE1 cells was increased micronucleation, specifically micronucleation of single chromosomes.

**Figure 1.**
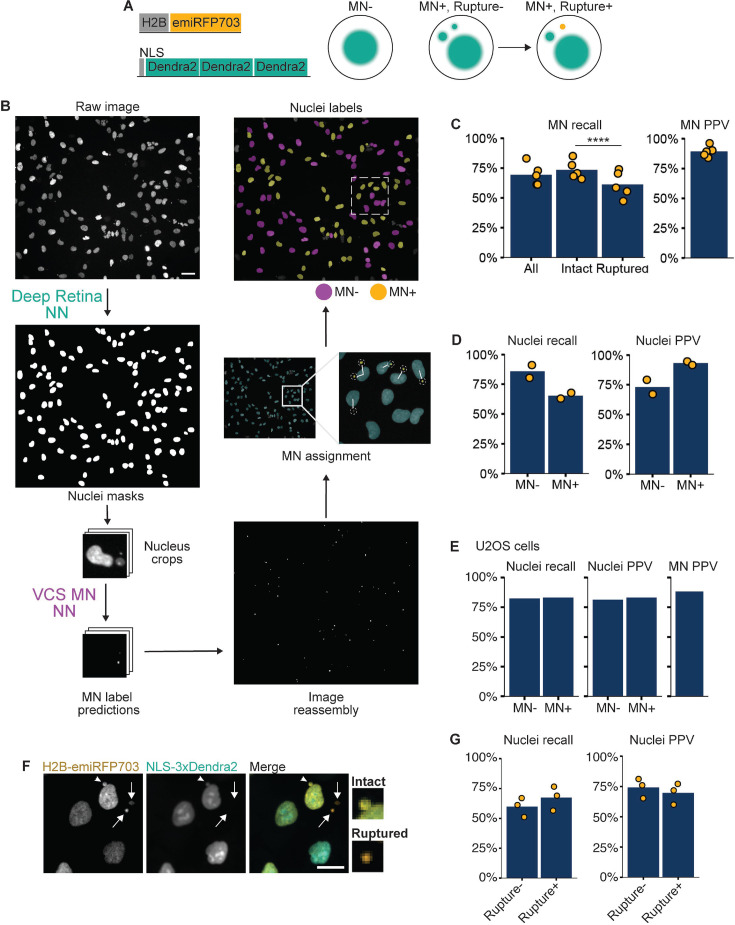
VCS MN neural net module identifies micronucleated cells. (**a**) Diagrams of the two constructs transduced into hTERT-RPE1 cells to make the RFP703/Dendra cell line and how the proteins localize in micronucleated (MN+) cells before and after MN rupture. (**b**) Diagram of VCS MN image analysis pipeline on RFP703/Dendra cells incubated in Mps1i. Raw image is of H2B-emiRFP703 taken on a 20 x widefield objective. Nuclei are first segmented using the Deep Retina segmenter and these masks are used to generate image crops centered on each nucleus. Image crops are then resized to fit the ResNet18 UNet model (see Figure 1—figure supplement 1) and analyzed by VCS MN to generate MN label predictions, which are mapped back to the raw image. After image reconstruction, MN are assigned to the nearest nucleus based on proximity. Nucleus masks from the Deep Retina segmenter are then classified as MN +or MN- to generate the nuclei labels. Scale bar = 40 µm. (**c**) Recall and positive predictive value (PPV) of MN identification within the image crops. MN were manually labeled as intact or ruptured using an image of NLS-3xDendra2 acquired at the same time. N=5, n=264, 158, 365, 283, 249. (**d**) Recall and PPV of MN- and MN +labeled nuclei. N=2, n=328, 186. (**e**) Same as for (d) except images were of U2OS cells expressing H2B-emiRFP703 and 3xDendra2-NLS. N=1, n=85, 95. (**f**) RFP703/Dendra cells with ruptured (arrows) and intact (arrowhead) MN showing a loss of NLS-3xDendra2 signal in ruptured MN. Scale bar = 10 µm. (**g**) Recall and PPV for MN rupture-based nucleus classification. N=3, n=120, 91, 82.

**Figure 1—figure supplement 1.**
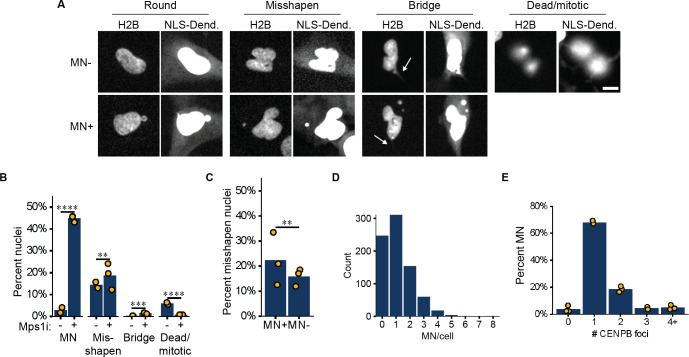
Analysis of nuclear and MN characteristics after Mps1i addition to RPE1 RFP703/Dendra cells. (**a**) Representative images of nucleus morphology classes in RFP703/Dendra cells after 24 hr Mps1i treatment. The NLS-3xDendra2 channel (NLS-Dend.) is blown out to highlight the cytoplasmic signal. H2B=H2B-emiRFP703 channel. Arrows indicate chromatin bridges. Scale bar=10 µm. (**b**) Nuclei were manually scored for indicated phenotypes. Rare multinucleated cells were included in the misshapen nuclei class. Nuclei clearly in late telophase based on the cup shape of the chromatin were scored as normal, not misshapen. Msp1i- (DMSO): N=2, n=531, 833. Mps1i +: N=3, n=647, 597, 627 p: **≤0.01, ***≤0.001, ****≤0.0001 by Barnard’s test. (**c**) Quantification of misshapen nuclei in cells manually labeled as MN +and MN- from (b). N=3, n=839, 1032. p: **≤0.01, by Barnard’s test. (**d**) Histogram of number of MN per cell in Mps1i treated RFP703/Dendra cells. N=5, n=1323. (**e**) Quantification of MN chromosome content in Mps1i treated RFP703/Dendra cells. Chromosomes enumerated using a CENPB PNA probe. N=3, n=86, 91, 82. Single chromosome MN are highly enriched in this population and MN containing chromatin fragments (0 foci) are rare.

**Figure 1—figure supplement 2.**
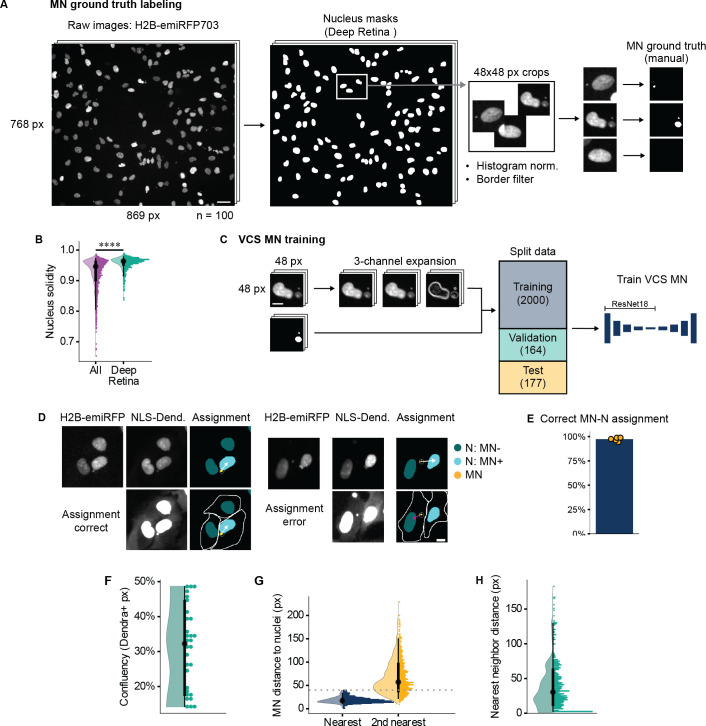
Description of VCS MN classifier training and assessment of MN assignment accuracy. (**a**) Graphic depiction of pipeline for generating MN ground truth labels for VCS MN training and testing datasets. Two-channel images of Mps1i treated RPE1 RFP703/Dendra cells were acquired using 20 x widefield epifluorescence. Nuclei were segmented on the H2B-emiRFP703 channel using the Deep Retina segmenter. These labels were used to generate 48x48 pixel crops centered on each nucleus. Crops underwent histogram normalization and filtering out of nuclei touching the image border. MN pixels were then manually annotated on each crop by an expert user. 2341 crops from 100 images (90 treated with Mps1i, 10 untreated) were annotated. Scale bar = 40 µm. (**b**) Quantification of nucleus solidity in all nuclei versus nuclei labeled by the Deep Retina segmenter in RFP703/Dendra cells after Mps1i treatment. Highly lobulated nuclei (low solidity) were routinely missed by the Deep Retina segmenter. N=1, n=1357, 1492. p: ****≤0.0001 by KS test. (**c**) Graphic depiction of pipeline for training the VCS MN classifier. VCS MN was trained on the image crops and MN ground truth labels generated in (**a**). To accommodate Torchvision’s ResNet18’s expectation of a 3-channel 96x96 px image, each crop was resized and then expanded as follows: the first 2 channels are duplicates of the H2B-emiRFP703 image and the final channel is the result of Sobel edge detection. This image set was split into three parts for training, validation, and testing, as indicated, and fed into the VCS MN classifier. (**d**) Representative images of MN assignment pipeline results. Automatic assignment depicted in top row (arrow) and manual assignment based on the NLS-3xDendra signal (NLS-Dend.) (arrow) in bottom row. Examples of correct and incorrect proximity-based assignment are shown. Scale bar=10 µm. (**e**) Quantification of proportion correctly assigned MN by proximity. Pooled proportion=97%. N=5 experiments, n=1319 MN. (**f**) Quantification of cell confluency in training images. Proportion of field covered by cells was defined by thresholding on the total NLS-3xDendra2 signal. Median=33.2%. n=30 images from three experiments. (**g**) Distance between MN, nearest nucleus, and second nearest nucleus, centroid to centroid, in pixels. Median distances are 17.1 px (nearest) and 57.1 px (second nearest). n=981 MN from images from five experiments. (**h**) Distance between nuclei, border to border, in pixels in training images. Median = 30 px. N=11 images, n=507 nuclei.

**Figure 1—figure supplement 3.**
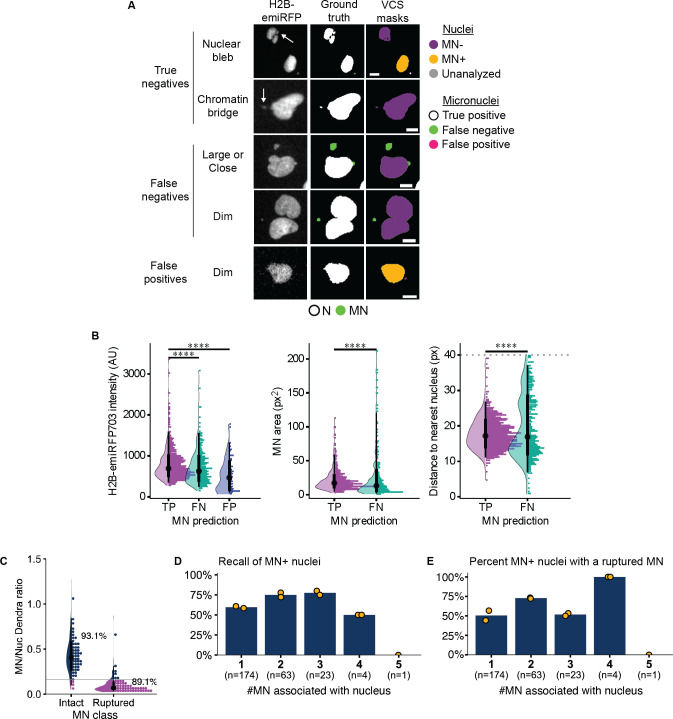
Analysis of VCS MN classification accuracy. (**a**) Representative images of VCS MN analysis of RFP703/Dendra cells after Mps1i addition. Arrows on H2B-emiRFP703 channel indicate nuclear feature on left. Ground truth masks were annotated manually for nuclei (N) and micronuclei (MN). VCS masks and labels were generated automatically. In the VCS masks column, true positive MN are white, missed MN are green, and false positive MN are magenta. Nucleus blebs and chromatin bridges were rarely identified as MN by VCS MN. Instead, false positives were frequently associated with dim H2B signal (bottom). Examples of false negative MN show enrichment for large MN, MN overlapping the nucleus, and MN with dim H2B signal compared to nearby nuclei. Scale bars = 10 µm. (**b**) Quantification of H2B-emiRFP703 intensity, MN area, and distance to nucleus for MN that were properly classified by VCS MN (true positives, TP), missed (false negatives, FN), or misclassified (false positives, FP). N=5, 5, 1. n=654, 327, 80. p: ****≤0.0001 by KS test with Bonferroni multiple test correction. (**c**) MN:nucleus NLS-3xDendra2 intensity ratios for manually classified intact and ruptured MN. Solid gray line=set VCS MN threshold. N=3, n=179, 113. (**d, e**) Recall and rupture frequency for MN +nuclei by # MN. MN + cells were manually classified. N=2, n values on graph. Data show that nuclei associated with more than 1 MN are more likely to be correctly identified as MN +by VCS MN (**d**) and that the presence of multiple MN increases the likelihood that at least 1 MN will be ruptured (**e**).

The major challenges for classical segmentation of MN using DNA markers alone are the (1) similarity in shape and size of MN to nuclear blebs and chromatin bridges, (2) highly variable MN sizes (1 µm diameter to 10 µm diameter), (3) proximity to the nucleus, and (4) similar chromatin labeling intensities and patterns between MN and nuclei. Therefore, we decided to apply machine learning to overcome current challenges in identifying MN from single-channel fluorescence images. For visual cell sorting, we developed a classifier, VCS MN, based on the widely used U-Net architecture (Ronneberger et al., 2015) using Torchvision’s pretrained ResNet18 model as its encoder (Figure 1b). The goal for its design was to rapidly classify MN-associated nuclei in low resolution images of H2B-emiRFP703 fluorescence for subsequent photoconversion and sorting. A second goal was to capture a large proportion of the cells with small MN close to the nucleus, which represent a highly biologically relevant class of MN that is particularly challenging to segment using classical methods (Mammel et al., 2021; Joo et al., 2023). To generate training data, one hundred images of RFP703/Dendra cells either untreated or incubated for 24 hr in Mps1i were acquired on a widefield microscope at ×20. To facilitate ground truth annotation and match the 96x96 pixel input required for ResNet18, we used the nucleus segmenter Deep Retina (Caicedo et al., 2019a) to generate nucleus masks, which were then used to crop each field into smaller images centered around each identified nucleus. MN pixels were then manually annotated on each image crop and labeled as either intact (3xDendra-NLS+) or ruptured (3xDendra-NLS-; Figure 1—figure supplement 2a). Analysis of the Deep Retina results found that it frequently missed highly lobulated MN, resulting in an image set with a higher mean nuclear solidity than observed for bulk Mps1i treated cells (Figure 1—figure supplement 2b). In total, approximately 2000 single-nucleus crops were used as training data, with 164 crops held back for validation and a further 177 for testing. Because the ResNet18 model takes a three-channel image as input, nuclear crops were expanded to three-channels by duplicating the H2B-emiRFP703 channel and adding a third channel containing the results of Sobel edge detection (Figure 1—figure supplement 2c).

The initial output of VCS MN are MN label predictions for each image crop (Figure 1b). To identify nuclei associated with at least one MN, these predictions are converted to masks that are mapped back onto the whole field image. MN objects are then assigned to ‘parent’ nuclear masks by proximity. Nucleus masks associated with at least one MN are labeled as MN +and those associated with no MN are labeled as MN-. MN over 40 pixels (26 µm) away from any nuclear mask (~10% of objects) or within a nucleus mask are discarded as likely false positives signals from cellular debris or inhomogeneity in H2B-emiRFP703 fluorescence.

The accuracy of assigning all MN to the closest nucleus was quantified using the dim cytoplasmic 3xDendra-NLS signal to define the cell boundaries and ground truth MN-nucleus associations (Figure 1—figure supplement 1a). Quantification of correct and incorrect nuclei assignments found that the nearest nucleus mask to the MN was in the same cell 97% of the time (Figure 1—figure supplement 2d–e). Cells in the training and testing datasets were imaged at subconfluent densities varying between 10% and 50% confluency (Figure 1—figure supplement 2f), which is optimal for single cell photoconversion (Hasle et al., 2020). In these conditions, MN were on average 3.3 times closer to the nearest nucleus compared to the next nearest one (Figure 1—figure supplement 2g). However, 10% of nuclei had borders less than 6 µm apart (Figure 1—figure supplement 2h), suggesting that proximity could robustly MN-nucleus pairs even at high cell densities.

### VCS MN classifier performance

VCS MN model performance was determined by analyzing the pixel overlap between segmented MN and the ground truth annotations on the test set. A single pixel overlap between the predicted and actual MN masks was sufficient to call an MN as a true positive since any MN signal classified the adjacent nucleus as MN+. We quantified the positive predictive value (PPV, the proportion of true positives, i.e. specificity) and recall (the proportion of MN found by the classifier, i.e. sensitivity) of VCS MN. MN were identified with a recall of 70% and a PPV of 89% (Figure 1c). This translated to a recall of 86% and 65%, respectively, for MN- and MN +nuclei, and a PPV 73% and 93% (Figure 1d). Together these indicate that the MN +nuclei class is highly specific for micronucleated cells and suggest that some MN +nuclei are misclassified as MN-, likely due to VCS MN missing the MN in the initial pixel classification.

We next analyzed the source of MN identification errors by VCS MN. Chromatin bridges and nuclear blebs were rarely misidentified as MN (Figure 1—figure supplement 3a). Instead, false positives were most often dim and likely out-of-focus objects (Figure 1—figure supplement 3a–b) that were misidentified as MN. False negatives were the much larger error class and several features were enriched in missed MN, including low H2B-emiRFP703 fluorescence intensity, very small or very large size, and being either very close or very far away from the nucleus (Figure 1—figure supplement 3a–b). Consistent with smaller MN being missed, we also observed a small, but statistically significant, reduction in recall for ruptured MN (Figure 1c), which compact after rupture (Hatch et al., 2013; Vietri et al., 2020).

To determine whether VCS MN could achieve similar specificity and sensitivity in another cell line, we performed additional training on images of micronucleated cells in other cell types, including U2OS, HeLa, and human fetal fibroblasts (HFF). For testing, U2OS cells expressing H2B-emiRFP703 and 3xDendra2-NLS were treated with Mps1i to induce MN and imaged and annotated as for the RPE1 RFP703/Dendra cells. Analysis of this dataset yielded recall values of 82% and 83% for MN- and MN + cells, respectively, and PPVs of 81% and 83%. MN were identified with a specificity of 88% (Figure 1e). In summary, VCS MN can automatically identify micronucleated and non-micronucleated cells with high specificity in low-resolution images from multiple cell lines containing a mix of contaminating objects.

### MN rupture classification

To identify nuclei with intact or ruptured MN, we added a step to the VCS MN module to determine whether any MN assigned to a nucleus were ruptured. Ruptured MN were identified based on 3xDendra2-NLS intensity, which is present in intact MN and very dim in ruptured MN (Figure 1a and f). The pipeline measures the maximum Dendra2 green fluorescence intensity in the nucleus and associated MN and MN with a signal less than 0.16 of the nucleus are classified as ‘ruptured’. This threshold correctly classified approximately 90% of MN (Figure 1—figure supplement 3c). When appended to the VCS MN classifier, this analysis correctly identified 60% of rupture- nuclei (nuclei associated with only intact MN) and 70% of rupture +nuclei (nuclei with at least 1 ruptured MN) with a PPV near 75% in both cases (Figure 1g). The lower sensitivity for rupture MN- nuclei is likely because nuclei associated with multiple MN are both more likely to be scored correctly as MN +and have at least 1 ruptured MN (Figure 1—figure supplement 3d–e).

### Development of MNFinder for fixed cell MN segmentation

To determine whether the VCS MN classifier could be broadly used to quantify MN frequency, fluorescence, and morphological characterisitics across different imaging modalities and chromatin labels, we analyzed its performance on RPE1 cells treated with Mps1i, fixed and labeled with DAPI, and imaged at ×40 on a confocal microscope. Although nuclear shape and confluency were similar to that in the training set, VCS MN performed substantially worse on the ×40 images (compare to Figure 1d) and MN masks failed to cover most of the MN area (Figure 2a). Thus, we decided to develop a new classifier for broad MN quantification in fixed cells, called MNFinder.

**Figure 2.**
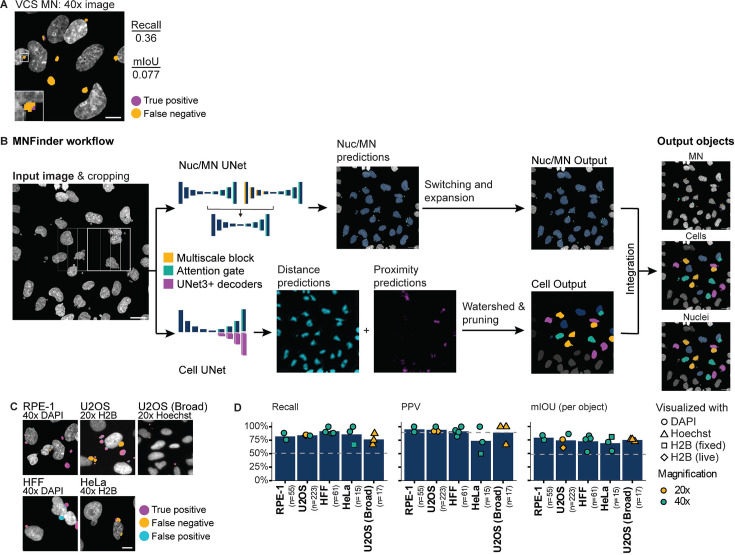
MNFinder robustly segments MN across cell types and imaging conditions. (**a**) Representative image showing undersegmentation and low recall by the VCS MN neural net on DAPI-labeled RPE1 cells imaged at ×40 magnification after Mps1i incubation. Images were scaled down prior to VCS MN analysis to match ×20 pixel size. Mean intersection-over-union (mIoU) and recall quantified from N=2, n=33, 31 images. Scale bar = 10 µm. (**b**) Overview of MNFinder module for classifying and segmenting MN and nuclei. Raw images of chromatin are first tiled by a sliding window and then processed by two groups of neural nets: one classifies pixels as either nuclei or MN (Nuc/MN) and one is an instance classifier for cells, with cells being defined as the smallest object that encloses a nucleus and its associated MN. Nuc/MN classifier results are post-processed to reassign MN that were misclassified as small nuclei and to expand MN masks. The cell instance classifier outputs gradient maps, which are used to define cells through watershed-based post-processing (see Figure 2—figure supplement 1). Nuc/MN results are integrated with cell results to produce final labels of individual MN, nuclei, and their associations. Image crops are reassembled onto the final image by linear blending. Scale bar = 40 µm. (**c–d**) Example images and MN pixel predictions using MNFinder on multiple cell types (RPE1 H2B-emiRFP703, U2OS, U2OS H2B-emiRFP703, HeLa H2B-GFP, and HFF), chromatin labels (DAPI, H2B-FP), and magnifications (×20, ×40). Scale bar = 10 µm. MN recall, PPV, and mIOU were quantified and averaged per image for each condition. Dotted line=performance of the VCS neural net on RPE1 H2B-emiRFP703 ×20 images. MNFinder performance is similar across conditions except images of H2B-GFP in fixed HeLa cells. N=1. n (on graph)=cells.

**Figure 2—figure supplement 1.**
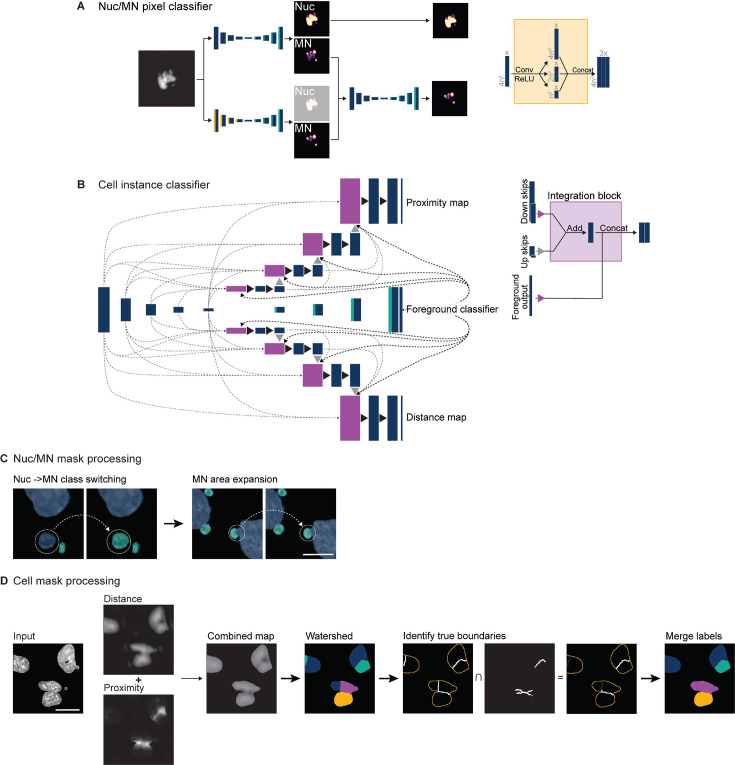
Details of UNet architectures and object processing by the MNFinder module. (**a**) The nucleus and MN (Nuc/MN) pixel classifier takes as input a cropped single channel image of chromatin and feeds it into two parallel, attention-gated UNets, one of which also has multiscale downsamplers (yellow). The nucleus weights from the basic UNet (top) are retained and MN weights from both UNets are fed to a third UNet for ensembling to produce the final MN predictions. (**b**) Diagram of the triple decoder cell instance classifier. Two of the decoders have a UNet3+-like architecture with multiple skip connections and deep supervision during training. Feature depths are kept constant and most concatenation/max-pooling operations are replaced with addition to reduce training time. One decoder generates distance maps of a concave hull containing each nucleus and any associated MN (a ‘cell’) and the other generates a proximity map of each cell’s distance to all others. A third decoder uses a standard UNet with attention gates (cyan) to classify foreground pixels (nuclei and MN) and is used as input into every level of the distance- and proximity-map decoders via an integration block (magenta). (**c**) Results from the nucleus/MN pixel classifier and cell instance classifier are further processed to improve accuracy. To limit misclassification of large MN as small nuclei, nuclei under a user-set area threshold are reclassified as MN. To limit MN undersegmentation, MN pixel groups are expanded by transforming each object to its convex hull. Scale bar = 5 µm. (**d**) Distance and proximity maps from the cell instance classifier are combined to generate seeds for watershed segmentation. To correct for oversegmentation, only labels with boundaries that intersect a skeletonized version of the proximity map or background pixels are retained. Scale bar = 10 µm.

**Figure 2—figure supplement 2.**
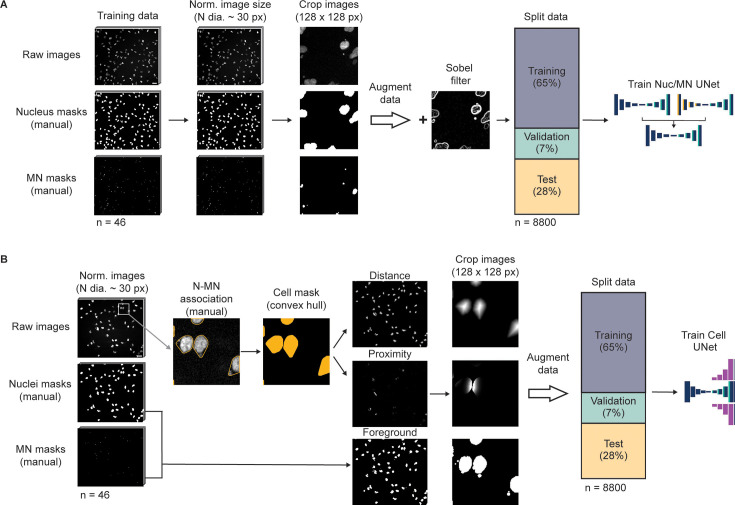
Schematic of training data generation and use in MNFinder classifiers. (**a**) Graphic depiction of pipeline to generate training data for the MNFinder MN and nucleus pixel classifier. A collection of single channel fluorescence images from several cell lines, chromatin labels, and microscope settings were manually annotated for nuclei and MN. Training, validating, and testing data were generated from these images by first normalizing image dimensions so that nuclei were approximately 30 px across their shortest diameter, generating random 128 by 128 px crops from all images, augmenting the data with a series of transformations, and then adding a second channel from a Sobel filter. This yielded a dataset of ~8800 images, which was split for training, validation, and testing as indicated. (**b**) Graphic depiction of pipeline to generate training data for MNFinder cell instance classifier, where cell is a defined as a nucleus and its associated MN. The same starting image set was used as in (**a**). Ground truth associated nuclei and MN groups were manually labeled using the NLS-3xDendra2 cytoplasm signal. Grouped objects were then transformed into cells by drawing the convex hulls. These hulls were then transformed into distance and proximity maps using Euclidian distance formulas. These maps were combined with a mask of the foreground pixels to generate a three-channel image. These images were randomly cropped and transformed to generate a training dataset of ~8800 images. This dataset was then split for training, validating, and testing of the cell instance classifier as indicated. Scale bars = 40 µm.

**Figure 2—figure supplement 3.**
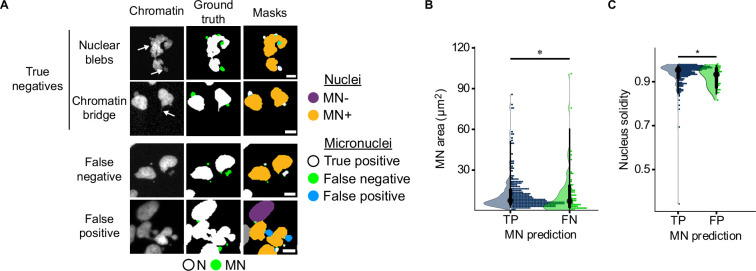
Analysis of MNFinder errors. (**a**) Representative images of MNFinder analysis from human fetal fibroblasts (DAPI, top), RPE1 RFP703/Dendra (H2B-emiRFP703, second) or U2OS RFP703/Dendra (H2B-emiRFP703, bottom two) cells. Arrows on the chromatin images point to the nuclear feature listed at left. Ground truth annotations for nuclei (N) and micronuclei (MN) were generated manually. Nucleus and MN masks were automatically defined using MNFinder. In the mask channel, true positive MN are white, missed MN are green, and false positive MN are blue. Neither nuclear blebs nor chromatin bridges were frequently miscategorized as MN. False negatives were enriched in small MN, and false positives were frequently nuclear lobes. Scale bars=10 µm. (**b**) Quantification of false negative (FN) MN area. MN missed by MNFinder were enriched in small MN across the testing dataset. TP=true positives, N=12 images, n=329, 60 MN. p: *≤0.05 by KS test. (**c**) Quantification of nucleus solidity in nuclei associated with false positive (FP) MN. False positives were frequently associated with highly lobulated nuclei with low solidity. N=12, n=329, 21. p: *≤0.05 by KS test.

MNFinder takes a single or multi-channel image of a chromatin-labeled sample at a resolution between 1.5 and 2.8 pixels per µm as input and uses two sets of neural nets to segment nuclei and MN and associate them into ‘cells’. MNFinder first crops the image into overlapping 128x128 pixel sections. These are analyzed by (1) an ensemble of three attention-gated U-Nets (Nuc/MN pixel classifier; Oktay et al., 2018; Ronneberger et al., 2015) and by (2) a multi-pathway UNet3+-based ‘cell’ instance classifier (Huang et al., 2020) based on the architecture described in Mahbod et al., 2022. The output masks and labels from both U-Nets then undergo additional filtering and morphological transformations before they are combined into a final multi-channel mask of the nuclei, MN and their associations. A default data output lists individual MN and nuclei objects, thire relationships, and several object features. Additional outputs include multi-channel fluorescence intensity and a wide range nuclear and MN morphometry available via the python scikit tool.

Nucleus and MN pixel segmentation is organized as follows: crops are converted into 2-channel images by adding the result of Sobel filtering to the raw image. These images are then fed into two U-Net inputs, one incorporating multiscaling downsample blocks (Su et al., 2021) in the encoder pathway and one without. The MN predictions from both U-Nets are then combined and fed into a third U-Net classifier to produce a consensus output (Figure 2—figure supplement 1a). Each of the three neural nets were trained separately and the ensembling neural net was trained with fixed weights set for each input neural net (Figure 2b, top). We chose this architecture because incorporating multiscale downsample blocks identified some MN otherwise missed, but produced an overall reduction in performance. Using an ensembling neural net allowed us to retain these MN while maintaining the high peformance observed with a single U-Net (Table 1). To adjust for the imbalanced nature of our data, where MN make up only a small proportion of any given image, we incorporated attention gates in the upsampling blocks and used the Focal Loss function to direct training to the complex parts of the image (Lin et al., 2018).

**Table 1.** Comparison of neural net model metrics for MN segmentation across cell lines.

Model	PPV (%)					Recall (%)					mIoU, per object (%)				
Cell type	RPE-1	U2OS	HeLa	HFF	U2OS (Broad)	RPE-1	U2OS	HeLa	HFF	U2OS (Broad)	RPE-1	U2OS	HeLa	HFF	U2OS (Broad)
UNet	89.3 (±4.5)	88.2	N/A	N/A	44.8	50.8 (±6)	52	N/A	N/A	59.1	48.1 (±1.7)	40.8	N/A	N/A	33.7
Attention	**100.0** (**±0**)	92.6 (±6.5)	63.9 (±12.7)	**90.8** (**±7.3**)	**88.9** (**±19.2**)	**85.8** (**±7.3**)	82.8 (±2.5)	**85.6** (**±17.1**)	**92.7** (**±5.4**)	76.4 (±10.5)	78.7 (±6.5)	**75.0** (**±13.6**)	69.0 (±13.7)	**74.4** (**±13.3**)	75.5 (±2.8)
MSAttention	94.8 (±7.3)	92.2 (±6.8)	68.8 (±27.2)	87.6 (±6.6)	87.9 (±21.0)	84.4 (±0.7)	**83.2** (**±2.75**)	74.4 (±13.5)	92.3 (±6.4)	**80.6** (**±12.0**)	75.2 (±0.4)	73.6 (±9.2)	**74.9** (**±8.4**)	71.3 (±13.4)	**75.6** (**±4.0**)
Ensemble	**100.0** (**±0**)	**93.8** (**±5.4**)	**75.0** (**±25.0**)	89.9 (±8.74)	**88.9** (**±19.2**)	82.6 (±7.4)	82.8 (±2.5)	**85.6** (**±17.1**)	**92.7** (**±5.4**)	76.4 (±10.5)	**79.3** (**±6.0**)	74.2 (±12.8)	68.8 (±13.1)	72.4 (±13.4)	74.8 (±2.3)

The ‘cell’ instance classifier is organized as follows: crops are fed into a U-Net with two U-Net3 +decoder (Huang et al., 2020) pathways organized in parallel: one that predicts distance from the cell center, where a ‘cell’ is defined as the smallest convex shape encompassing a nucleus and its associated MN, and one that predicts proximity to neighboring nuclei. A third decoder pathway predicts foreground pixels and is used as input for the first two decoder pathways, an architecture that we found substantially improved training speed and model performance (Figure 2b, bottom). To reduce neural net complexity, concatenation operations were replaced with addition (Lu et al., 2022) and the foreground/ background decoder pathway foregoes the additional skip connections found in U-Net3 +designs (Figure 2—figure supplement 1b).

The outputs from the nucleus/MN and cell classifiers are further processed to improve segmentation and nucleus/MN association accuracy. Masks from the nucleus/MN segmenter are passed to a filter that reclassifies nuclei with an area below 250 px as MN and then expands MN mask boundaries to their calculated convex hull to improve pixel capture (Figure 2—figure supplement 1c). ‘Cell’ masks are derived from the cell instance classifier by first summing the distance and proximity predictions and using the output as seeds for watershed segmentation. To correct for oversegmentation, boundary pixels in these objects are then filtered to retain those that touch either a background pixel or a pixel in the skeletonized proximity map (Figure 2—figure supplement 1d). After post-processing, the results of the nucleus/MN pixel classifier and the ‘cell’ instance classifier are integrated to produce a final set of labels and masks and a data file (Figure 2b).

To train, validate, and test MNFinder, we generated a dataset of 46 images of multiple cell lines, including RPE1, U2OS, HeLa, and human fetal fibroblasts (HFF), after incubation in Msp1i, labeled with dyes or a fluorophore-tagged histone, and imaged at multiple magnifications on multiple microscopes as either a single section or a maximum intensity projection (Table 2), after incubation in Mps1i for 24 hr, imaged on multiple microscopes at multiple resolutions. Nuclei and MN pixels were manually annotated on each image to generate the ground truth dataset. To train the nucleus/MN pixel classifier, thirty images with their annotations were cropped, augmented by translation, rescaling, rotation, and flipping, and then converted to 2-channel images to generate a final set of 8800 images. Training was performed on 65% of the image collection, with 7% held back for validation, and the final 28% used for testing (Figure 2—figure supplement 2a).

**Table 2.** List of image sets used for training, validating, and testing MNFinder.

Cell_type	DNA_Label	Integrity_label	Max_Int_Proj	Objective mag.	Microscope	Initial image resolution (px/um)	Scaled_image_resolution	Number_images	Training	Validation	Test
HeLa	H2B-GFP	None	Y	40	Confocal_LSM	5.6	2.8	1			1
HeLa	DAPI	None	Y	40	Confocal_LSM	5.6	2.8	6	3	1	2
HeLa	DAPI	None	N	20	Confocal_LSM	2.8	2.8	4	4		
hTERT-HFF	DAPI	H3K27-acetyl	Y	40	Confocal_Spinning_Disk	3.9	1.95	4			4
hTERT-RPE1	DAPI	2xRFP-NLS	Y	40	Confocal_LSM	5.6	2.8	2			2
hTERT-RPE1	H2B-emiRFP703	NLS-3xDendra2	N	20	Widefield	1.55	1.55	16	14	1	1
MCC13	DAPI	None	N	20	Confocal_LSM	2.8	2.8	3	3		
U2OS	DAPI	H3K27-acetyl	Y	20	Confocal_LSM	2.8	2.8	1			1
U2OS	DAPI	H3K27-acetyl	Y	40	Confocal_LSM	5.6	2.8	1			1
U2OS	H2B-emiRFP703	NLS-3xDendra2	N	20	Widefield	1.55	1.55	8	6	1	1
							**Total:**	46	30	3	13

To train the ‘cell’ instance classifier, annotations of the foreground pixels, distance map, and proximity maps of the full field image were generated on the same starting images by drawing the smallest convex shape that enclosed a nucleus and any associated MN, based on cytoplasmic 3xDendra2-NLS signal or another cell marker. These convex hulls were then converted to distance and proximity maps by scaling the pixel intensity based on distance from the hull’s center and distance to adjacent hulls, respectively. These annotated images were then cropped, augmented, and split into training, validation, and test data sets as for the pixel classifier (Figure 2—figure supplement 2b).

MNFinder model performance was determined using the test dataset and publicly available images of unperturbed U2OS cells from Broad Bioimage dataset BBBC039v1. We calculated that the unperturbed U2OS cells had an MN frequency of ~8%, compared to the frequency of ~30–70% in the rest of our dataset (Table 3). MNFinder showed significant improvement in recall over VCS MN for all image types with an additional improvement in PPV for 3/5 conditions (Figure 2c–d). Importantly, recall and PPV were largely insensitive to image resolution, DNA label, and cell type. HeLa H2B-GFP ×40 images were an outlier in terms of performance for unclear reasons, but also had the lowest MN frequeny. We calculated the per object mIoU to determine the quality of the segmentation and found that most MN were accurately segmented with mIoU values between 74% and 79% despite the median MN area being only 34 pixels after resizing (Figure 2d, Table 1).

**Table 3.** Quantification of MN frequency (propotion of cells with at least 1 MN) in images used to evaluate MNFinder.

RPE-1	U2OS	HeLa	HFF	U2OS (Broad)
0.706	0.623	0.286	0.5	0.078

Analysis of MNFinder model errors found that chromatin bridges and nucleus blebs were rarely misclassified as MN (Figure 2—figure supplement 3a). Instead, highly lobulated nuclei were the main source of false positive errors (Figure 2—figure supplement 3a, c). Although small MN were enriched in the false negative error class (Figure 2—figure supplement 3a–b), over 75% of MN under 5 µm^2^ were properly identified. These metrics indicate that MNFinder provides accurate and robust MN segmentation across multiple cell lines and image acquisition settings. MNFinder identifies MN with similar sensitivity and substantially improved specificity compared to existing MN enumeration programs (Table 4; Ibarra-Arellano et al., 2024; Pons and Mauvezin, 2024) and is the only one to report a high mIoU, which is necessary for quantifying MN characteristics. This module is available as a Python package, mnfinder, via pip and on the Hatch Lab GitHub repository, along with the training, testing, and validation images and ground truth labels.

**Table 4.** Comparison of MNFinder to existing programs that quantify MN frequency in adherent cell images.

Study	Cell lines tested	Multiple imaging conditions assessed?	PPV	Recall	Only MN identified?	mIoU
Pons and Mauvezin, 2024; QATS	U2OS and HeLa cells	No	99%	60%	Yes	ND
Ibarra-Arellano et al., 2024; micronuclAI	Multiple human and mouse cell lines	Yes	93.20%	98.70%	No, nuclear buds classified as MN	ND
This study; MNFinder	Multiple human cell lines	Yes	75.0–100%	83.2–92.7%	Yes	74.4–79.3%

### Visual cell sorting with VCS MN can isolate live micronucleated and non-micronucleated cells

To test whether visual cell sorting could be used to understand how micronucleation contributes to aneuploid cell phenotypes, we first asked whether using visual cell sorting with the VCS MN classifier could yield cell populations enriched in either micronucleated or non-micronucleated cells. Visual cell sorting takes advantage of recent advances in digital micromirror technology coupled with expression of a convertible fluorophore to label multiple populations of cells with single cell accuracy. By illuminating different classes of cells with different lengths of UV (405 nm) pulses, it can generate up to four distinct proportions of converted Dendra2, which can be sorted by FACS (Hasle et al., 2020; Figure 3a). To optimize labeling and sorting conditions, we mixed RPE1 cells labeled with CellTrace far-red at a 1:1 ratio with unlabeled cells and targeted the two populations with different UV pulses based on thresholding of the far-red fluorescence intensity (Figure 3—figure supplement 1a). We found that activating cells with either an 800ms or a 200ms UV pulse allowed us to define two populations with high precision by FACs and with minimal activation of adjacent cells of the wrong class (Figure 3—figure supplement 1b). Reanalysis of sorted populations demonstrated that our protocol yielded a 95% sorting efficiency (Figure 3—figure supplement 1c).

**Figure 3.**
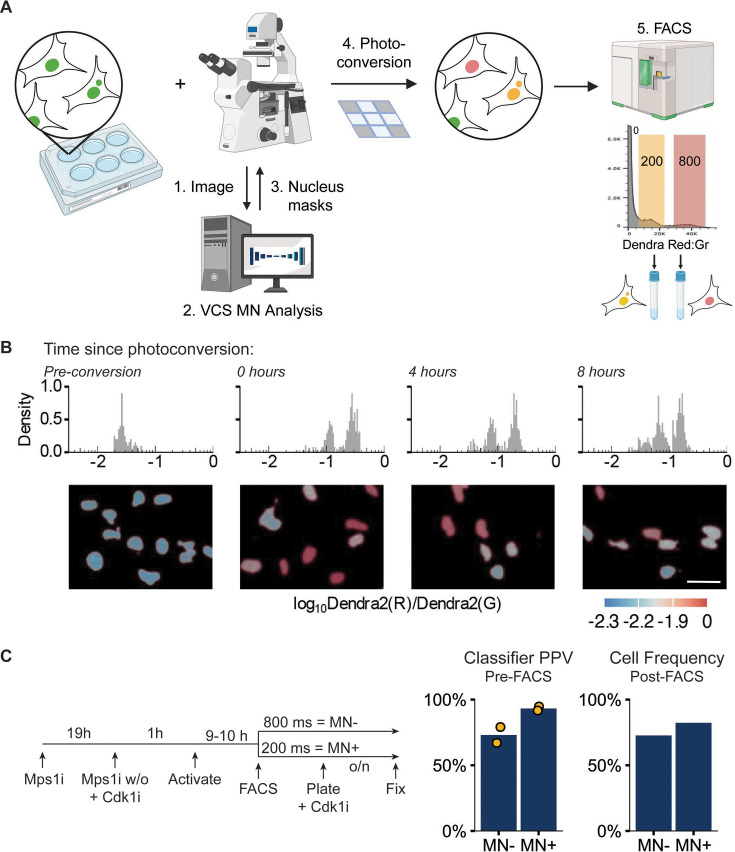
Visual cell sorting can isolate RPE1 RFP703/Dendra micronucleated cells. (**a**) Overview of visual cell sorting protocol. Cells are plated in multi-well plates, cellular phenotypes are quantified on-demand during imaging by VCS MN, and labeled nuclei (e.g. MN +and MN-) are photoconverted for either 200 or 800ms, yielding two different ratios of red:green fluorescence (red and yellow nuclei). These differences are quantified by FACs and gated on the red:green ratios for cell sorting. Graphic created with BioRender.com. (**b**) Histogram of nuclear red:green ratio quantification measured on repeated imaging of the same fields 0, 4, and 8 hr after photoconversion. Representative images are pseudo-colored by log_10_ Dendra red:green ratio (below). N=1, n=82, 353, 285, 313. Scale bar = 40 µm. (**c**) Design of MN cell isolation validation experiment. VCS MN classifier PPV calculated on images acquired during activation and frequency of MN- or MN + cells manually quantified in cells plated and fixed post-FACs sorting. Pre-FACS: N=2, n=251, 263. post-FACS N=1, n=338, 353.

**Figure 3—figure supplement 1.**
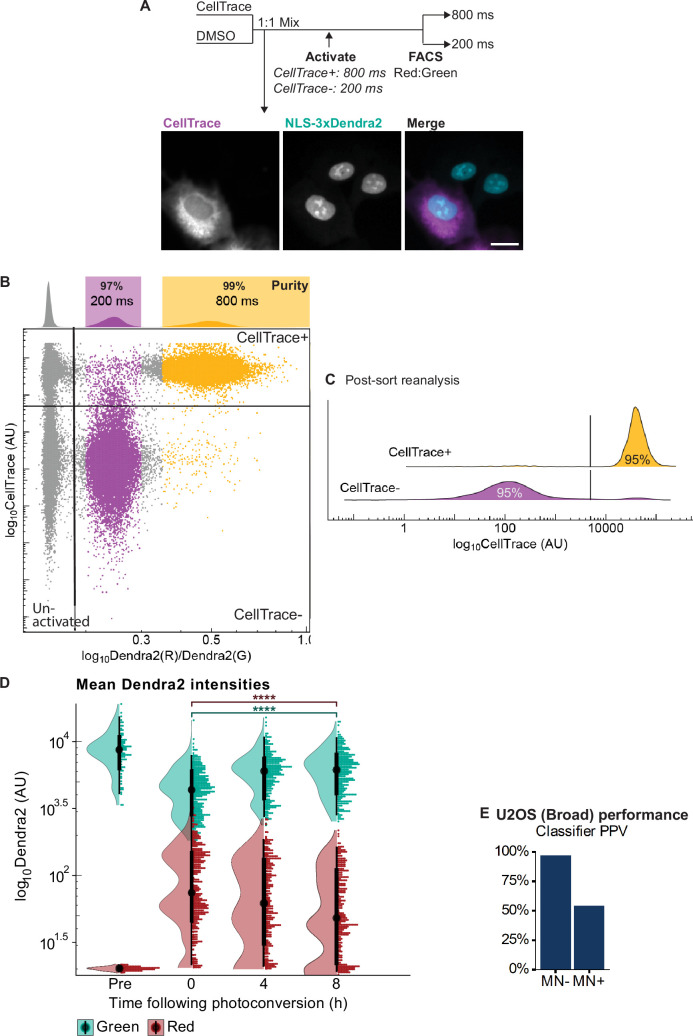
Controls for VCS MN isolation experiments. (**a**) Outline of RFP703/Dendra visual cell sorting validation experiment using CellTrace labeling as the activation trigger. Cells were incubated with CellTrace far-red and mixed with unlabeled cells at a 1:1 ratio. Nuclei were labeled based on CellTrace fluorescence intensity and converted with either an 800ms (CellTrace+) or 200ms (CellTrace-) UV pulse. The well was only partially converted prior to FACs analysis and sorting. Representative image of the mixed population prior to photoconversion is shown. Scale bar=10 µm. (**b**) FACS plot of Dendra2 red:green ratio versus CellTrace fluorescence. Colored bars represent gates. As expected, CellTrace + cells generally have a high red:green ratio, CellTrace- cells a middle red:green ratio, and unanalyzed cells from both classes a low red:green ratio. Percentages on graph are the percentage of CellTrace- and CellTrace + cells in their expected gate, i.e. the population purity. (**c**) Histogram of CellTrace fluorescence in cells sorted on the Dendra2 red:green ratio in (**b**) after re-analysis by FACs. Values show a slight drop in cell purity for both populations after sorting. (**d**) Data from Figure 3b replotted with NLS-3xDendra2 red and green fluorescence intensity values plotted separately. Two peaks of red fluorescence intensity are visible immediately after photoconversion (0 hr) and maintained over time. The increased population of nuclei at 4 and 8 hr with only background levels of red fluorescence (Dendra2:Red <10^1.5^) likely represents unconverted nuclei moving into the imaging frame. The downward shift in red fluorescence intensity over time likely represents turnover of converted red fluorophores within the cells. N=1, n=82, 353, 285, 313. p: ****≤0.0001 by KS test. (**e**) Predicted classifier PPV (population purity) for low MN frequency U2OS cells (U2OS Broad). We observe a lower, but still substantial, enrichment of micronucleated cells in the MN +population compared to a highly micronucleated population (e.g. Figure 3c). N=1, n=17 cells.

We next tested whether Dendra2 red:green ratios were stable for the duration of a cell isolation experiment, based on the estimated time required for imaging, analyzing, and converting multiple six-well plate wells. RPE1 RFP703/Dendra cells were randomly converted with either a 200ms or 800ms UV pulse and nuclear green and red fluorescence intensities quantified at the same positions 0, 4, and 8 hr after conversion. Analysis of the red:green ratios found that, although the intensity of the red fluorescence decreased over time (Figure 3—figure supplement 1d), the two activated populations and a small unactivated one (arising from unconverted cells moving into the field of view) remained distinct through the 8 hr time point (Figure 3b). These data demonstrate that the change in Dendra red:green ratio after photoconversion persists long enough for accurate cell isolation at the end of a multi-well experiment.

We next asked whether VCS MN classification plus visual cell sorting could accurately activate and isolate MN +and MN- cells. RPE1 RFP703/Dendra cells were incubated with Mps1i for 24 hr prior to imaging to generate MN and Cdk1i was added 1 hr prior to imaging to prevent mitosis, which dilutes the Dendra2(red) signal and frequently leads to MN + cells becoming MN- daughter cells (Hatch et al., 2013; Zhang et al., 2015). Nuclei were classified by VCS MN as either MN +or MN-, converted with 200ms and 800ms pulses, respectively, and isolated by FACS. Sorted cells were replated in medium containing Cdk1i, fixed, and MN frequency quantified manually. Comparison of classifier PPV for MN +and MN- cells during activation and MN +and MN- cell frequency after FACs found a strong enrichment for the correct cell type in each group, with the increased purity of MN +classified cells being retained during sorting (Figure 3c). An increase in MN- cells in the MN +group after sorting is likely due to limitations in sorting efficiency (Figure 3—figure supplement 1c) and cells overcoming the Cdk1i block during sorting, plating, and entering mitosis and either dying or producing MN- daughter cells.

To determine how MN frequency affects our ability to accurately isolate MN + cells, we estimated sorted population purity of untreated U2OS cells, which we quantified as having 7.8% MN + cells (Table 3). We combined our previously obtained PPV and recall values with a predicted 95% sorting accuracy. The decreased frequency of MN +nuclei meant that the proportion of false positives appeared larger, which decreased purity of the MN +population compared to Msp1i treated RPE1 cells (Figure 3—figure supplement 1e). However, the MN +population had a nearly 7-fold enrichment of MN + cells compared to the starting population, similar to the enrichment of tumor cells in patient biopsies (Wu et al., 2021) that have been the basis of cancer driver identification by transcriptomic and genetic analysis. Thus, our data strongly suggest that visual cell sorting can be combined with the VCS MN classifier to generate cell populations enriched for MN- and MN + cells from a variety of conditions and MN frequencies that are highly suitable for multiple downstream applications, including genetic screening, bulk RNA and proteomic analyses, and single cell sequencing.

### Validation of visual cell sorting for transcriptome analysis of aneuploid cells

To validate visual cell sorting for aneuploidy-associated transcriptome analysis, we used RNASeq to define gene expression changes in RPE1 cells after Mps1i incubation and optical isolation. Cells were incubated in either DMSO or Mps1i for 24 hr and each population was randomly activated with short and long UV pulses using nuclear masks generated by the Deep Retina segmenter (Figure 4a). Conversion of 1500–2000 fields at ×20 magnification allowed us to isolate 13 k cells after FACS for each photoconverted population in each condition. Isolated populations were then processed for RNASeq. 

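RPE1 is a telomerase-immortalised line from human retinal pigment epithelium. The inhibitor (Mps1i, BAY1217389, 100 nM) blocks Mps1, a kinase of the spindle assembly checkpoint, so that chromosomes missegregate in mitosis. DMSO is its solvent. In the paper's methods, cells for sorting, those in DMSO included, also received RO-3306, an inhibitor of Cdk1 (10 µM), 1 h before imaging. The paper adds RO-3306 to prevent mitosis, and its effect on gene levels was not tested. In each of 2 experiments, cells treated for 24 h with DMSO or Mps1i were sorted into those that had received a 200 ms and those that had received an 800 ms UV pulse, which gave 4 DMSO and 4 Mps1i libraries. The deposited table holds 1 column of estimated counts per library, already rounded to whole numbers, also where the sample labels divide a library into parts. The authors quantified transcripts with Salmon on hg38, and the submitters' processing notes name Salmon 1.2 and bcl2fastq. Each of the 10577 genes in the table has at least 700 counts in at least 2 libraries, and genes below that level are absent. The counts carry no offset for transcript length and no bootstraps, both of which Salmon can supply to a test. Total counts per library ranged from 65608678 to 141361239 in DMSO (median 106983277.5) and from 66656984 to 145242185 in Mps1i (median 100358963.5). Levels are given here as CPM, the counts scaled to library totals after TMM normalization. Differences were tested with edgeR's quasi-likelihood test on the condition alone, with Benjamini-Hochberg adjustment and a threshold of 0.05, and gene positions are those of GENCODE v44 on GRCh38. The libraries of one experiment share a day, so the test was also run with the experiment as a block, and that value is given where it changes a call. Only 2 separate experiments stand behind the 4 libraries of a condition in the Mps1i and MN comparisons, and only 3 behind the rupture comparison, so the p-values measure the spread between these libraries. The legend of Figure 4b gives 2 technical replicates for each experimental one, without saying whether these are the pulse lengths.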

Principal component analysis (PCA) of the results revealed that, as expected, results clustered first by treatment group (Figure 4b). 

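CDKN1A, a p53 target that encodes the cell cycle inhibitor p21, rose from 466 ± 64 CPM (SD, n = 4 libraries) in DMSO to 974 ± 106 CPM (SD, n = 4) in Mps1i. Its log2 fold change was 1.06 (standard error 0.0977, adjusted p = 2.09e-04 from edgeR's quasi-likelihood test), and it was higher in all 4 matched pairs of libraries. TRIM59, which encodes a ubiquitin ligase, fell from 45.5 ± 2.32 to 28.1 ± 1.88 CPM (SD, n = 4 each), a log2 fold change of -0.70 (standard error 0.0611, adjusted p = 1.78e-04 from the same test). Over the 500 most variable genes after DESeq2's variance stabilisation, the first principal component held 45.8% of the variance. Of the spread along it, 96.8% lay between DMSO and Mps1i, 2.18% between experiments and 0.144% between pulse lengths. The 4 DMSO libraries lay between 3.46 and 5.22 on it, and the 4 Mps1i libraries between -5.53 and -3.21. The second component held 21.4% of the variance, and 96.5% of the spread along it lay between the experiments. On log2 CPM without variance stabilisation, which gives more weight to genes with low counts, the first component held 29.2%, of which 60.5% lay between the conditions.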

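In DMSO cells, genes that p53 activates were slightly higher after the 800 ms than after the 200 ms UV pulse, with a median log2 fold change of 0.0958 over the 37 measured and 32 of them positive, and none passed the test singly. The cytosolic ribosomal protein genes had a median of 0.0544 (70 of 78 positive) and the nuclear genes of oxidative phosphorylation, which encode subunits of the respiratory chain, 0.0243 (55 of 75 positive). The 13 mitochondrially encoded genes, which encode other subunits of that chain, all had negative values, with a median of -0.0891. These 4 lists passed limma's camera test with a preset correlation (adjusted p = 2.29e-12, 1.29e-10, 0.0215 and 9.82e-09), and none held with an estimated one (adjusted p = 0.792, 0.974, 0.974 and 0.792 with an estimated correlation). Of single genes, 0 of 10577 passed edgeR's quasi-likelihood test between the pulses with 2 libraries each, 51 had an unadjusted p under 0.05, limma-voom called 0 and DESeq2's likelihood ratio test 6. With the experiment as a block, edgeR called 23 genes, 13 higher and 10 lower, 21 of them above 1.5-fold, limma-voom 20 and DESeq2 10. Counts were also simulated with the means and dispersions of these libraries. In them 200 genes were changed by up to 2-fold, and a list of 60 genes by a log2 fold change of 0.2. With the block 15 of edgeR's calls (8.98%) were false, and without it 0 (0%). These shares depend on the many changed genes, so they do not give the false share among the 23 called genes. Among those 23 were MT-CO1, which encodes a subunit of cytochrome c oxidase (log2 fold change without the block -0.43, adjusted p = 0.0179 with it) and RGPD5, which encodes a protein related to the nucleoporin RanBP2 (0.91, adjusted p = 0.00258 with the block). Others were PANK4, a pantothenate kinase relative (-0.68, adjusted p = 0.00493 with the block) and MARF1, a regulator of RNA (-0.66, adjusted p = 0.00585 with the block). Over the alternatives run, the adjusted p of RGPD5 ranged from 1.15e-07 to 1, that of PANK4 from 7.48e-08 to 1 and that of MARF1 from 1.08e-06 to 1. Of the 23 called genes, 14 (60.9%) carry identifiers outside the primary annotation, against 2.81% of all genes tested. Without the block, edgeR called 2 genes without the 200 ms library of experiment 1, 11 without that of experiment 2 and 3 without the 800 ms library of experiment 2. In the principal components of these 4 libraries, the first held 62.5% of the variance, with 98.3% of its spread between experiments. The second held 29.2%, with 52.5% between pulses. On log2 CPM without variance stabilisation, the first held 50.8%, with 41.4% of its spread between pulses and 20.5% between experiments. The second then held 39.6%, with 20% between pulses and 76.9% between experiments.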

Analysis of the DMSO samples found minimal differences in gene expression associated with UV pulse duration (Figure 4—figure supplement 1a–b), consistent with previous results (Hasle et al., 2020). Therefore, data from cells activated at both pulse lengths were pooled in subsequent analyses.

**Figure 4.**
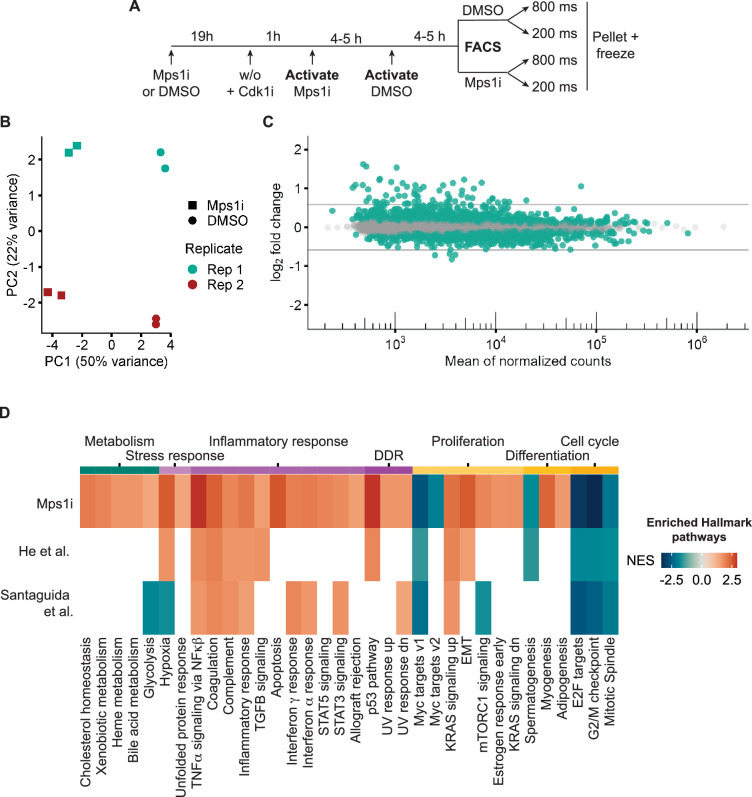
Visual cell sorting pipeline identifies Mps1i transcriptional response. (**a**) Outline of experiment. Nuclei identified by the Deep Retina segmenter were randomly activated for 800 or 200ms. (**b**) PCA plot showing clustering of Mps1i-treated and DMSO-treated cells by treatment (major) and by replicate (minor). Each experimental replicate represents two technical replicates. (**c**) MA plot of genes identified by RNASeq. Differentially expressed genes (FDR adjusted p-value <0.05) are in green. Gray lines represent 1.5-fold-change in expression. (**d**) Heatmap of Hallmark pathway enrichment between visual cell sorting data and data from Santaguida et al., 2017 and He et al., 2019 analyses of RPE1 cells after chromosome missegregation. Hallmark pathways (bottom) were clustered based on manually annotated categories (top).

**Figure 4—figure supplement 1.**
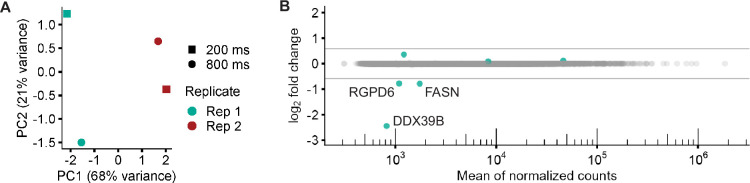
Differential UV pulses do not induce substantial transcriptional changes. (**a**) PCA plot of cells treated with DMSO and exposed to 800ms or 200ms UV. (**b**) MA plot of the data in (**a**). Only six differentially expressed genes were identified in cells exposed to 800ms vs 200ms UV pulses and only three were downregulated over 1.5-fold: DDX39B, FASN, RGPD6.

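In the DMSO libraries, FASN, which encodes fatty acid synthase, was at 17.5 ± 2.24 CPM after the 200 ms and 16.2 ± 0.791 CPM after the 800 ms pulse (SD, n = 2 libraries each), a log2 fold change of -0.11 (standard error 0.121, adjusted p = 1 from edgeR's quasi-likelihood test with and without the block). DDX39B, an RNA helicase of mRNA export on chromosome 6 from 31530219 to 31542448, had a log2 fold change of -0.03 (standard error 0.0697, adjusted p = 1). The paper's tables also give the name DDX39B to ENSG00000215425, an identifier outside the primary annotation, which was at 8.95 ± 1.10 and 4.07 ± 2.79 CPM. Its log2 fold change was -1.11 (adjusted p = 1), and -1.26 with the block (adjusted p = 0.0365, with a range from 0.0365 to 1 over the alternatives). RGPD6, a close relative of RGPD5 that may share reads with it, was at 12.6 ± 2.25 and 7.83 ± 3.72 CPM, a log2 fold change of -0.67 (standard error 0.288, adjusted p = 1) and of -0.74 with the block (adjusted p = 0.0338, range over the alternatives from 9.68e-06 to 1). ENSG00000274442, named PRPF8 in the paper's tables, was at 64.4 ± 0.0604 CPM after the shorter and 107 ± 6.59 CPM after the longer pulse, a log2 fold change of 0.73 (adjusted p = 0.125, and 4.13e-05 with the block, range over the alternatives from 5.49e-12 to 1). PRPF8 itself, a core protein of the spliceosome on chromosome 17, had a log2 fold change of -0.26 (standard error 0.136, adjusted p = 1). BAG6, a chaperone for misfolded proteins, rose only in the test with the block (log2 fold change 0.77, adjusted p = 0.00296, range over the alternatives from 7.48e-08 to 1), from 9.02 ± 2.91 to 15.2 ± 3.93 CPM. CDKN1A was at 415 ± 10.1 and 516 ± 45.4 CPM, a log2 fold change of 0.31 (adjusted p = 1, 0.131 with the block, and 0.0310 from DESeq2 with it, with a range from 0.0103 to 1 over the alternatives). When the counts of the copies of a gene were summed, the log2 fold change with the block was -0.02 for PRPF8, -0.08 for DDX39B and 0.02 for RGPD5 and RGPD6 together (adjusted p = 0.9998 for each).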

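Genes of the immediate early and p53 responses were among the largest increases in Mps1i cells. EGR1, an immediate early transcription factor on chromosome 5 from 138465479 to 138469303, rose from 5.22 ± 2.25 to 16.0 ± 0.754 CPM (SD, n = 4 libraries each), a log2 fold change of 1.63 (standard error 0.265, adjusted p = 0.00333 from edgeR's quasi-likelihood test). ATF3, a stress-induced transcription factor on chromosome 1 from 212565334 to 212620777, rose from 2.58 ± 0.405 to 7.96 ± 1.53 CPM (log2 fold change 1.62, standard error 0.161, adjusted p = 3.16e-04). TNFAIP3, an inhibitor of NF-kB signaling, rose from 9.45 ± 1.24 to 17.8 ± 3.38 CPM (log2 fold change 0.92, standard error 0.136, adjusted p = 0.00218). The other large increases were those of ENSG00000186076, listed by identifier alone (2.30, adjusted p = 0.0193), PIK3IP1, an inhibitor of PI3 kinase (1.27), the cadherin CDH10 (1.26), BTG2, a p53 target that slows proliferation (1.25), the histone gene H2AC6 (1.23) and SPATA18, a p53 target of mitochondrial quality control (1.23). Among genes with the same sign in every pair, the largest decreases besides TRIM59 were those of VASN, a membrane protein that binds TGF-beta (log2 fold change -0.89, adjusted p = 0.0221), ENSG00000275568, named ARHGAP11A in the paper's tables (-0.77), ACACA, which encodes acetyl-CoA carboxylase (-0.75), FAM24B (-0.74), the ubiquitin ligase G2E3 (-0.70), HNRNPUL2 (-0.64) and CDCA7 (-0.61). All of these increases and decreases were shared by the 4 matched pairs of libraries. ENSG00000215425, named DDX39B in the paper's tables, also passed (-1.64, adjusted p = 0.0235) but did not fall in every pair. Its call was lost without DMSO 200 ms of either experiment or Mps1i 800 ms of experiment 2 (adjusted p from 0.0547 to 0.0605).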

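SNAI2, an EMT transcription factor, was at 5.87 ± 0.783 and 7.21 ± 1.24 CPM and higher in all 4 pairs (log2 fold change 0.29, adjusted p = 0.195, and 0.0474 from DESeq2 with the block, from 0.0474 to 0.222 over the alternatives). DPYSL3 fell slightly (-0.26, adjusted p = 0.0233), as did DDX39B (-0.15, adjusted p = 0.0182, and 0.0942 with both pulse lengths summed). Some calls were lost without a single library. They were those of VASN without DMSO 800 ms of experiment 1 or Mps1i 800 ms of experiment 2 (adjusted p = 0.0531 and 0.0569) and ACACA without DMSO 800 ms of experiment 1 or of experiment 2 (adjusted p = 0.0534 and 0.0563). Others were ENSG00000186076 without DMSO 800 ms of experiment 2 (adjusted p = 0.0528), CDCA7 without Mps1i 200 ms of experiment 2 (adjusted p = 0.0546) and DDX39B without DMSO 200 ms of experiment 2 (adjusted p = 0.0519). The call of DPYSL3 was lost without either Mps1i library of experiment 1, Mps1i 200 ms of experiment 2 or either DMSO library of experiment 2 (adjusted p from 0.0519 to 0.0670). Without the whole of experiment 2, edgeR lost HNRNPUL2, ACACA, DDX39B and ENSG00000215425 (adjusted p = 0.184, 0.0643, 0.111 and 0.185). Without experiment 1 it lost VASN (adjusted p = 0.0918). In all, 1277 of 10577 genes passed the test, 668 higher and 609 lower, and 92 changed by more than 1.5-fold. With the experiment as a block, 2593 passed, 1340 higher and 1253 lower, 98 of them above 1.5-fold. With the libraries of both pulses summed within an experiment, the block gave 924 (497 higher, 427 lower). Without the block, 717 passed without the Mps1i 200 ms library of experiment 2, 792 without its Mps1i 800 ms library, 826 without its DMSO 200 ms library and 766 without its DMSO 800 ms library. Experiment 1 alone gave 524 genes and experiment 2 alone 2798, with 119 and 169 above 1.5-fold.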

Analysis of gene expression differences identified 2200 differentially expressed genes (DEGs) in Mps1i versus DMSO treated cells, 63 of which had absolute changes >1.5-fold (Figure 4c, Figure 4—figure supplement 1b-c). We used gene set enrichment analysis (GSEA) to compare these genes to those previously identified in RPE1 cells after induction of chromosome missegregation (Figure 1—figure supplement 1d-e; He et al., 2018; Santaguida et al., 2017). This analysis found substantial overlap between the Hallmark pathways changing in Mps1i cells isolated by visual cell sorting and in previous studies (Figure 4—figure supplement 1f-h), including increased expression of inflammation, EMT, and p53 associated genes (Figure 4d). 

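Genes that p53 activates rose together in Mps1i cells: 32 of the 37 measured were higher and none was lower at an adjusted p under 0.05 from edgeR (34 higher when adjusted over the list alone), with a median log2 fold change of 0.653. Among them were SESN2, a regulator of mTORC1 (0.79, standard error 0.0645), ABHD4 (0.99, standard error 0.0894) and TNFRSF10D, a decoy receptor for TRAIL (0.78, standard error 0.0660). Of 15 NF-kB targets, which include genes of inflammation, 10 rose and none fell, and 14 rose with the block (14 higher when adjusted over the list alone, median 0.509), among them IRF1, an interferon regulatory factor (0.56, standard error 0.0826), the cytokine LIF (0.51, standard error 0.0764) and TNIP1, a partner of TNFAIP3 (0.35, standard error 0.0519). Of 47 genes of EMT and extracellular matrix, 12 rose, 2 fell and 33 did not pass the test (17 higher and 2 lower when adjusted over the list alone, median 0.121), and with the block 21 rose and 2 fell. INHBA, a subunit of activin, had a log2 fold change of 0.52 (standard error 0.0513) and TAGLN, an actin-binding protein, of 0.37 (standard error 0.0631). Interferon-stimulated genes had 9 of 31 higher and none lower, and 11 higher with the block (11 higher when adjusted over the list alone, median 0.180), among them TRIM22, an antiviral protein (1.06, standard error 0.126), and IRF9, a subunit of the interferon-activated factor ISGF3 (0.40, standard error 0.0571). Of 24 immediate early genes, which respond to growth factors and stress without new protein synthesis, 9 rose and none fell, and 13 rose and 2 fell with the block (11 higher and 1 lower when adjusted over the list alone, median 0.184), among them MAFF (0.52, standard error 0.0685) and CCN1 (0.21, standard error 0.0338). As sets, all 5 lists were higher in limma's camera test with a preset correlation of 0.01 (adjusted p = 9.02e-28, 8.73e-11, 1.01e-05, 4.48e-05 and 7.76e-06 in this order). With an estimated correlation the NF-kB targets held (adjusted p = 0.0331 with an estimated correlation), and the other lists had an adjusted p = 0.0657, 0.0657, 0.0533 and 0.0822 with an estimated correlation. The lists were written from textbook knowledge before the counts were seen and after the paper's tables had been read, and are not the Hallmark sets of Figure 4d, whose enrichment was not analysed here.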

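The broadest decrease in Mps1i cells was that of genes of G2 phase and mitosis, of which 57 of 59 fell, or 59 with the block, and none rose (59 lower when adjusted over the list alone, median log2 fold change -0.414). Among them were ASPM, a spindle pole protein (-0.50, standard error 0.0430), SGO2, a protector of cohesin at centromeres (-0.54, standard error 0.0491), and UBE2C, the ubiquitin-conjugating enzyme of the anaphase-promoting complex (-0.54, standard error 0.0513). Genes of the integrated stress response, which ATF4 and CHOP activate, had 14 of 31 higher and none lower, and 24 higher with the block (23 when adjusted over the list alone, median 0.236). DDIT4, an inhibitor of mTORC1, had a log2 fold change of 1.15 (standard error 0.0500), CTH, an enzyme of cysteine synthesis, of 1.18 (standard error 0.0822), and the pseudokinase TRIB3 of 0.71 (standard error 0.0592). Of 27 autophagy and lysosome genes 10 rose, and 11 with the block (12 when adjusted over the list alone, median 0.143), among them the autophagy receptor SQSTM1 (0.52) and GABARAPL1 (0.98), and of 21 endoplasmic reticulum chaperones 6 rose, and 10 with the block (11 when adjusted over the list alone, median 0.109), among them HERPUD1 (0.44) and CANX (0.42). Proteasome subunits had 8 of 31 higher, and 13 with the block (12 when adjusted over the list alone, median 0.0966), and hypoxia and glycolysis genes 9 of 30, and 10 higher and 1 lower with the block (9, median 0.0574). Cytosolic ribosomal protein genes had 33 of 78 lower, and 58 with the block (70 when adjusted over the list alone, median -0.153), among them RPL10A (-0.25). The call of RPL10A was lost without experiment 2 (adjusted p = 0.061 from edgeR). DNA replication genes had 5 of 52 lower (4 when adjusted over the list alone, median -0.132), and 27 lower and 1 higher with the block. Ribosome biogenesis genes had 4 of 40 lower (4, median -0.0788), and 14 lower and 1 higher with the block. In limma's camera test with a preset correlation, these lists had an adjusted p = 2.54e-45, 2.05e-13, 3.01e-07, 2.39e-05, 1.12e-07, 0.00483, 8.34e-21, 4.97e-06 and 8.61e-04 in this order. The autophagy and lysosome genes and the endoplasmic reticulum chaperones held without the block (adjusted p = 0.0404 and 0.0331 with an estimated correlation) and did not with it (adjusted p = 0.108 and 0.0602 with an estimated correlation). The other lists had an adjusted p = 0.0657, 0.0822, 0.131, 0.159, 0.189, 0.504 and 0.0984 with an estimated correlation.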

Additional DEGs observed in visual cell sorting samples fell into similar function categories and potentially resulted from increased sequencing depth and increased sensitivity from the exclusion of highly lobulated nuclei from our analysis by the Deep Retina segmenter. These data confirm that visual cell sorting can accurately and sensitively identify biologically relevant transcriptional changes in aneuploid RPE1 cells.

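Genes that the paper lists as changed after chromosome missegregation in RPE1 cells, from reads of He et al. and Santaguida et al. that it quantified again, moved mostly the same way in the Mps1i libraries. Of the genes listed as higher for He et al., 39 of the 148 measured rose and none fell (54 higher and 2 lower when adjusted over the list alone), among them TNFRSF10D, IGFBP3, which binds insulin-like growth factors (log2 fold change 0.36, standard error 0.0354), and INHBA. Of those listed as lower, 149 of 344 fell and 10 rose (179 lower and 20 higher when adjusted over the list alone). DDIT4, listed there as lower, was among the genes that rose. Of the genes higher for Santaguida et al., 40 of 215 rose and 5 fell (58 higher and 7 lower when adjusted over the list alone), among them SAT1, an enzyme of polyamine breakdown (0.63, standard error 0.0523), and CYLD, a deubiquitinase that restrains NF-kB (0.44, standard error 0.0532). Of those lower there, 117 of 384 fell and 10 rose (149 lower and 22 higher when adjusted over the list alone), among them NUCKS1, a chromatin protein (-0.43, standard error 0.0354), and DEPDC1 (-0.53, standard error 0.0522). With the experiment as a block, the 4 lists had 65 higher and 6 lower, 198 lower and 21 higher, 68 higher and 9 lower, and 172 lower and 28 higher. The fold change had the listed sign for 399 of 492 genes of He et al. (81.1%) and for 467 of 599 genes of Santaguida et al. (78.0%). Across genes, which are not independent replicates, Spearman's correlation with the listed fold changes was 0.706 and 0.510. All 4 lists moved in the listed direction in limma's camera test with a preset correlation (adjusted p = 2.96e-11, 2.01e-23, 6.93e-08 and 1.12e-14 in the order above). Both lists of He et al. held with an estimated correlation (adjusted p = 0.0441 and 0.0441), though not with the block (adjusted p = 0.0836 and 0.0819 with an estimated correlation). Of the lists of Santaguida et al., the higher genes had an adjusted p = 0.103 and the lower genes an adjusted p = 0.0243 with an estimated correlation. From the overlap of the changed Hallmark pathways with those of the earlier studies, the paper concludes that visual cell sorting identifies the transcriptional changes of aneuploid RPE1 cells accurately and sensitively.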

### MN rupture induces few transcriptional changes

MN formation frequently coincides with increased aneuploidy, as both a cause and a consequence. Therefore, we asked whether the presence or rupture of an MN contributed to the genome-wide aneuploidy transcriptional response (Andrade et al., 2023; He et al., 2018; Santaguida et al., 2017). Although it has been suggested that MN rupture induces rapid upregulation of inflammatory genes via activation of cGAS-STING signaling, initial and subsequent studies have demonstrated that this response does not occur during the first cell cycle and also can occur in RPE1 cells that lack cGAS via a RIG-I dependent mechanism (Chen et al., 2020; Flynn et al., 2021; Harding et al., 2017; Mackenzie et al., 2017; Mohr et al., 2021; Sato and Hayashi, 2024). Thus, we do not expect the lack of cGAS expression in RPE1 cells to alter MN transcriptional responses.

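For the comparison of cells with and without a micronucleus (MN), all RPE1 cells received Mps1i (100 nM, 24 h), MN- cells included. Whether each MN- cell had divided in its presence was not measured. Nuclei called MN+ and MN- by the classifier were photoconverted in the same well with different pulses, and the pulse lengths were reversed between the 2 wells of an experiment: in one well MN+ nuclei received 200 ms and MN- nuclei 800 ms, and in the other the reverse. With 2 experiments this gave 4 MN+ and 4 MN- libraries. The deposited estimated counts were made and filtered by the authors in the same way as for the Mps1i and DMSO libraries, and the table holds 10594 genes, 294 of them with identifiers outside the primary annotation. Total counts per library ranged from 48068429 to 129121290 in MN- (median 59735406) and from 47919780 to 136865912 in MN+ (median 84175380). The tests were those of the Mps1i comparison, on the 8 libraries of this experiment alone. A matched pair is the MN+ and the MN- library of one well. The well as the block is an alternative of this design alone, and the sum of both libraries of a condition within an experiment was run here as in the Mps1i comparison.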

We first analyzed gene expression changes in MN +versus MN- RPE1 cells after Mps1i treatment (Figure 5a). Quantification of nuclear atypia in the masked nuclei found no difference in the proportion of MN +nuclei with lobulated nuclei, chromatin bridges, or rounded up nuclei compared to MN- ones (Figure 5—figure supplement 1a), likely due to exclusion of most of these nuclei by the Deep Retina segmenter (Figure 1—figure supplement 1b). RNASeq results clustered largely by replicate rather than by the presence of an MN (Figure 5b). 

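CDKN1A was at 1036 ± 103 CPM in MN- and 1208 ± 118 CPM in MN+ libraries (SD, n = 4 each), a log2 fold change of 0.22 (standard error 0.0975, adjusted p = 0.641 from edgeR's quasi-likelihood test, and 0.212 with the experiment as a block), and was higher in MN+ in 3 of 4 wells. DPYSL3, a cytoskeletal protein of cell migration, had a log2 fold change of 0.02 (standard error 0.116, adjusted p = 0.974), and FASN of 0.03 (standard error 0.146, adjusted p = 0.964). ENSG00000274442, named PRPF8 in the paper's tables, was higher in MN+ in all 4 wells, at 69.0 ± 20.1 and 120 ± 42.9 CPM (log2 fold change 0.80, standard error 0.268, adjusted p = 0.641). The first principal component held 61.6% of the variance of the 500 most variable genes, and 90.5% of the spread along it lay between the experiments against 0.795% between MN+ and MN-. The second component held 14.6%, of which 41.3% lay between MN+ and MN- and 5.58% between the experiments. The MN- 200 ms library of experiment 1 lay at 7.75 on it, and the other libraries between -4.48 and 2.2. Without that library, 310 genes had an unadjusted p under 0.05 from edgeR without the block. The count was 321 without MN+ 200 ms of experiment 1 and 1060 without MN- 800 ms of experiment 1. With all tested genes in place of the most variable ones, the second component held 23.4%.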

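FILIP1L, HECW2, TP53INP1 and EDA2R were higher in MN+ than in MN- cells in all 4 wells without passing the test singly. FILIP1L, a filamin-interacting protein, was at 17.1 ± 1.99 CPM in MN- and 26.4 ± 2.44 CPM in MN+ libraries (SD, n = 4 each), a log2 fold change of 0.63 (standard error 0.109, adjusted p = 0.641 from edgeR's quasi-likelihood test). HECW2, a ubiquitin ligase, had a log2 fold change of 0.69 (standard error 0.130, adjusted p = 0.641), TP53INP1, a p53 target of autophagy and cell death, of 0.46 (standard error 0.0982, adjusted p = 0.641), and EDA2R, a receptor that p53 activates, of 0.62 (standard error 0.162, adjusted p = 0.641). The ribosomal protein genes RPL19 and RPL18 were lower in MN+ in every well, with log2 fold changes of -0.25 (standard error 0.0739) and -0.29 (standard error 0.0900), each with an adjusted p = 0.641. In all, 0 of 10594 genes passed the test by edgeR, 789 had an unadjusted p under 0.05, limma-voom called 0 and DESeq2's likelihood ratio test 5. With the experiment as a block, edgeR and limma-voom called 1 gene, TNFAIP3 (2044 genes at an unadjusted p under 0.05), and DESeq2 called 166, 117 higher and 49 lower, 10 of them above 1.5-fold. The well as a block gave 35 genes by edgeR (34 higher, 1 lower), and the sum of both libraries of a condition within an experiment, with the block, gave 822 (465 higher, 357 lower), 50 of them above 1.5-fold. Without the block, edgeR called no gene when any single library was left out, and experiment 1 alone called 2. With it, 2 passed without MN- 800 ms of experiment 1, 3 without MN+ 200 ms of experiment 2, 1 without MN- 200 ms of experiment 1 or MN+ 800 ms of experiment 2, and 0 without any other single library.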

Consistent with a lack of a strong transcriptional effect, DEG analysis identified few statistically significant changes in gene expression (Figure 5c, Figure 5—figure supplement 1i). The only two genes that were upregulated more than 1.5-fold, EGR1 and TNFAIP3, were also strongly upregulated in the Mps1i bulk analysis (Figure 5—figure supplement 1cj). Together, these results suggest that micronucleation does not drive substantial changes in the transcriptional program of aneuploid cells.

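EGR1 was at 19.1 ± 3.41 CPM in MN- and 36.4 ± 8.55 CPM in MN+ libraries (SD, n = 4 each) and higher in MN+ in all 4 wells. Its log2 fold change was 0.93 (standard error 0.182, adjusted p = 0.641 from edgeR's quasi-likelihood test, and 0.146 with the experiment as a block). DESeq2's likelihood ratio test called it with and without the block (adjusted p = 3.77e-07 and 0.00387), and over the 17 alternatives run its adjusted p ranged from 3.92e-22 to 0.670, with 6 under 0.05. TNFAIP3, on chromosome 6 from 137867214 to 137883314, was at 12.0 ± 4.05 CPM in MN- and 22.4 ± 5.26 CPM in MN+ libraries and also higher in all 4 wells. Its log2 fold change was 0.90 (standard error 0.245, adjusted p = 0.641), and with the block it rose by 0.93 (standard error 0.101, adjusted p = 0.0117), with a range from 7.42e-19 to 0.670 over the alternatives. ATF3, which like EGR1 is an immediate early gene, was at 7.06 ± 1.65 and 11.0 ± 2.06 CPM, a log2 fold change of 0.64 (standard error 0.191, adjusted p = 0.641, and 0.206 with the block) with the same sign in all 4 wells. SNAI2 was at 7.07 ± 0.685 CPM in MN- and 6.89 ± 0.962 CPM in MN+ libraries, a log2 fold change of -0.04 (standard error 0.140, adjusted p = 0.944).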

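Genes raised by Mps1i were mostly higher in MN+ than in MN- cells, though 2 of the 35 splits of these libraries, the real one included, put their median as far from 0. Of the genes higher in Supplementary file 1c, which the paper chose on the Mps1i and DMSO libraries, 57 of the 62 measured had a positive log2 fold change in MN+, with a median of 0.223, and none passed the test singly (7 when adjusted over the list alone, and 22 with the block). Targets of p53 had a median of 0.164 with 35 of 39 positive (1 higher when adjusted over the list alone, 10 with the block), and NF-kB targets a median of 0.185 with 12 of 14 positive (0 when adjusted over the list alone, 5 with the block), such as RELB, an NF-kB subunit (0.43, standard error 0.133). Immediate early genes had a median of 0.112 with 18 of 25 positive (1 when adjusted over the list alone), and YAP and TEAD targets, which respond to cell shape and tension, a median of 0.106 with 18 of 20 positive. Cytosolic ribosomal protein genes had a median of -0.211 with none of 78 positive (0 lower when adjusted over the list alone, 70 with the block), and nuclear genes of oxidative phosphorylation a median of -0.156 with 4 of 75 positive, such as ATP5MC1 (-0.30, standard error 0.0906). In limma's camera test the Mps1i genes were higher (adjusted p = 3.11e-16) and held with an estimated correlation (adjusted p = 0.0224, and 0.0438 with the block). The lists just named passed with a preset correlation (adjusted p = 1.54e-08, 8.32e-05, 0.00205, 0.00136, 1.49e-27 and 6.86e-16 in this order) but not with an estimated one (adjusted p = 0.242, 0.242, 0.433, 0.242, 0.242 and 0.318 with an estimated correlation). G2 and mitosis genes had a median of -0.0393 (adjusted p = 0.0427, 0.0509 with the block, and 0.609 with an estimated correlation), and interferon-stimulated genes of 0.0752 (adjusted p = 0.181). Fold changes also followed transcript length across genes, which are not independent replicates, with a Spearman correlation of 0.627, and the ribosomal protein genes are short. With offsets for length and GC content and the block, their median was -0.085. From the clustering by replicate and the few changed genes, the paper proposes that micronucleation does not drive substantial changes in the transcriptional program of aneuploid cells.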

**Figure 5.**
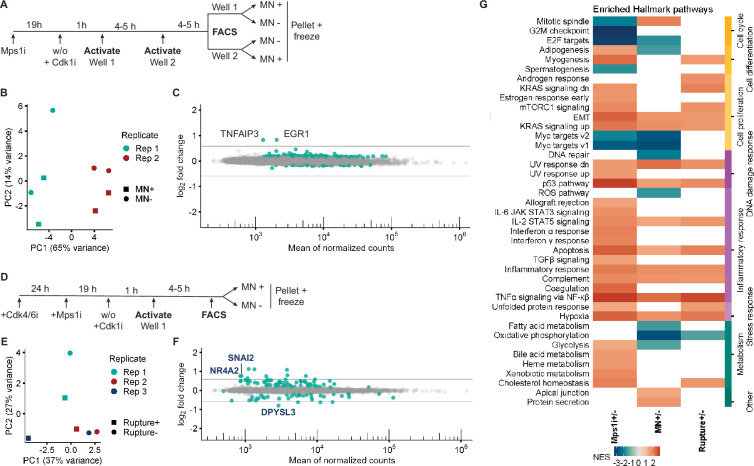
Micronucleation and rupture result in few transcriptional changes. (**a**) Outline of experiment for MN +and MN- cell isolation from Mps1i treated RFP703/Dendra cells. (**b**) PCA plot showing clustering of MN + and MN- cells by replicate (major) and condition (minor). (**c**) MA plot of genes identified in MN +/-RNASeq. Of the identified DEGs, only two have fold-changes larger than 1.5. Both, TNFAIP3 and EGR1, are also significantly upregulated in Mps1i-treated cells. (**d**) Outline of experiment for MN rupture + and rupture- cell isolation. (**e**) PCA plot showing clustering of intact MN and ruptured MN cells by condition and replicate. (**f**) MA plot of genes identified in MN rupture +/-RNASeq. The three DEGs with a fold-change higher than 1.5 and unique to this dataset are labeled on the plot. (**g**) Heatmap of Hallmark pathway enrichment in datasets of DMSO vs Mps1i, Mps1i-treated cells with and without MN, and synchronized, Mps1i-treated, MN + cells with and without MN rupture. All DEGs, defined as an FDR less than 0.05, are included. Pathways are grouped based on manual annotation (right). 6/43 pathways are unique to the MN +/- profile compared to Mps1i+/-, and 2/43 pathways are unique to MN rupture +/-compared to Mps1i+/-.

**Figure 5—figure supplement 1.**
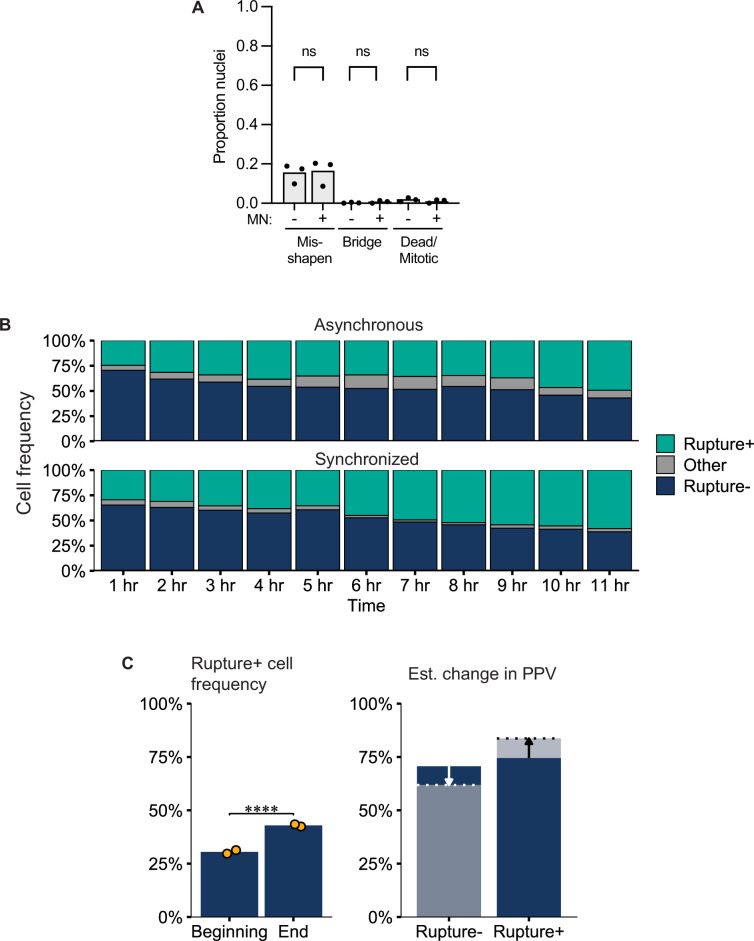
Analysis of visual cell sorting MN images. (**a**) Manual analysis of nuclei features in cells labeled as MN + or MN- by VCS MN in RNASeq experiments. Categories defined as in Figure 1—figure supplement 1. N=3, n=875 MN +nuclei and 1375 MN- nuclei. p: ns >0.05 by Barnard’s test. (**b**) Change in MN rupture frequency over time in asynchronous and synchronized cells treated with Cdk1i. Other=mitotic, MN-, or Dendra2- cells. N=1, n=~200 cells per time point. (**c**) Change in MN rupture frequency between the start and end of a visual cell sorting experiment (4 hr) and predicted change in classifier PPV due to ongoing rupture of intact MN based on values in (**b**).

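For the comparison of intact and ruptured MN, cells of 3 experiments were synchronised before Mps1i. The paper's methods give PD-0332991, an inhibitor of Cdk4 and Cdk6 (1 µM for 24 h), for this step. The labels of these libraries instead give RO-3306 (10 µM for 20 h), and which was used to synchronise is not settled. The RO-3306 given before imaging is a separate step in the paper. Rupture+ nuclei received the 200 ms pulse and rupture- nuclei the 800 ms pulse in all 3 experiments, so that pulse length and rupture cannot be separated within these libraries. Each condition has 3 libraries, 1 per experiment, and a matched pair is the rupture+ and rupture- library of one experiment. The deposited estimated counts were filtered by the authors in the same way as in the other comparisons, which left 9461 genes, 224 of them with identifiers outside the primary annotation. Total counts per library ranged from 63268807 to 79829442 in rupture- (median 65682501) and from 66628864 to 67649475 in rupture+ (median 66844545). The tests were those of the Mps1i comparison, on these 6 libraries alone, without and with the experiment as a block. The first principal component held 44.1% of the variance, with 39.8% of its spread between the conditions and 31.5% between experiments. The rupture+ library of experiment 3 lay at -10.7 on it, and the other 5 libraries between -0.127 and 5.03.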

We next asked whether MN rupture affected transcription by using visual cell sorting to isolate MN + cells with all intact MN (rupture- nuclei) and MN + cells with at least 1 ruptured MN (rupture +nuclei). To minimize the number of MN rupturing during the experiment, and thereby decreasing the purity of the intact MN population, we synchronized the cells prior to Mps1i treatment and converted them in the following G1 phase (Figure 5—figure supplement 1b). Analysis of MN rupture by live-cell imaging found this led to only about 10% of intact MN cells becoming ruptured MN cells over 4 hr, the time to photo-convert one well of a six-well plate. We estimated this would reduce the intact MN population PPV from 70.6% to 61.9% (Figure 5—figure supplement 1c).

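EGR1, CREB5 and SNAI2, all of them transcription factors, rose in rupture+ cells. EGR1 rose from 35 ± 3.11 CPM in rupture- to 76.1 ± 13.2 CPM in rupture+ libraries (SD, n = 3 each), a log2 fold change of 1.12 (standard error 0.132, adjusted p = 0.0477 from edgeR's quasi-likelihood test, and 0.00298 with the experiment as a block). CREB5, of the CREB family and on chromosome 7 from 28299321 to 28825894, rose from 13.1 ± 1.42 to 25.0 ± 1.58 CPM (log2 fold change 0.93, standard error 0.120, adjusted p = 0.0477). SNAI2, on chromosome 8 from 48917598 to 48921740, rose from 11.4 ± 0.560 to 20.6 ± 1.07 CPM (log2 fold change 0.85, standard error 0.109, adjusted p = 0.0477). With the block, 8 further genes rose, among them FILIP1L (log2 fold change 0.87, adjusted p = 0.0501 without and 0.0104 with the block), ATF3 (1.13 with the block, 0.373 and 0.0343), the cysteine synthesis enzyme CTH (0.93, 0.167 and 0.0353), TNFAIP3 (0.85, 0.549 and 0.0224) and FOS, an immediate early factor of AP-1 (0.74, 0.549 and 0.0352). All of these genes were higher in rupture+ in all 3 experiments, and their adjusted p ranged up to 0.556 over the alternatives. With all libraries kept, genes fell by edgeR only with the block. They were ENSG00000255823 (-0.68, adjusted p = 0.373 without and 0.0352 with the block), ENSG00000256045, ENSG00000269028 and NOMO1. DESeq2 also called the first 3 without the block (adjusted p = 0.00120, 9.57e-04 and 0.00400). NOMO1, a Nodal modulator with near-identical paralogs, was at 42.9 ± 56.5 CPM in rupture- and near the floor, at 0.0839 ± 0.0818 CPM, in rupture+. NR4A2, an immediate early nuclear receptor, was at 8.59 ± 1.12 and 17.6 ± 3.18 CPM (log2 fold change 1.03, standard error 0.163, adjusted p = 0.108, and 0.0801 with the block), and DPYSL3 at 47.1 ± 5.10 and 35.1 ± 2.44 CPM (-0.43, adjusted p = 0.460). DESeq2 called both (adjusted p = 4.14e-06 and 0.0423). In all, 3 of 9461 genes passed by edgeR without the block, all above 1.5-fold, and 15 with it (11 higher, 4 lower), while DESeq2 called 48, or 72 with the block. Without the block the count was 6 (2 of them lower) without rupture+ of experiment 1 and 2 (1 lower) without rupture- of experiment 1. It was 0 without any single library of experiments 2 and 3. The call of SNAI2 was lost without any one library (adjusted p from 0.0881 to 0.348), that of EGR1 without any but rupture+ of experiment 1 (from 0.0881 to 0.306) and that of CREB5 without any of experiments 2 and 3. With DESeq2's size factors 0 genes passed (adjusted p = 0.0508 for EGR1, CREB5 and SNAI2). With the block the count was 77, 11 and 27 without experiments 1, 2 and 3. Without experiment 2, CREB5, SNAI2, CTH and FOS no longer passed (adjusted p = 0.0649, 0.0518, 0.0518 and 0.205), nor did ENSG00000255823, ENSG00000256045 and ENSG00000269028.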

Analysis of gene expression changes between intact and ruptured MN + cells by RNAseq showed that samples clustered first by condition (Figure 5e) and identified a large number of DEGs, 14 of which had absolute changes greater than 1.5-fold (Figure 5f, Figure 5—figure supplement 1k). Of these 14, 3 were not previously identified in the Mps1i+analysis (Figure 5—figure supplement 1l) and GSEA analysis confirmed that almost all of the pathways altered in either MN +and MN rupture + cells overlapped with those identified in the bulk Mps1i population (Figure 5g, Figure 5—figure supplement 1m-n). These data suggest that MN rupture has minimal unique effects on transcription in the first interphase after whole chromosome missegregation.

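Most of the genes raised in rupture+ cells were also raised by Mps1i. Of the 3 genes that rose without the block, EGR1 and CREB5 also rose in Mps1i, against 0.196 expected by chance (Fisher's exact test, p = 0.0122 over 9441 genes tested in both), and SNAI2 did not pass edgeR's test there. With the block in both comparisons, 9 of the 11 genes that rose in rupture+ also rose in Mps1i (1.43 expected by chance, Fisher's exact test, p = 4.37e-07), and 3 of the 4 that fell also fell (0.505 expected, p = 0.00726). These comparisons share no library. Fisher's test takes genes as independent, however. Of the 4 that fell, ENSG00000255823, ENSG00000256045 and ENSG00000269028 had near-equal log2 fold changes in rupture+ with the block (-0.68, -0.66 and -0.66). Whether they are separate signals was not tested. With MN+ against MN-, 1 gene was shared with the block, TNFAIP3 (0.00117 expected, Fisher's exact test, p = 0.00117). Across all genes, which are not independent replicates, Spearman's correlation of the fold changes was 0.163 between Mps1i and rupture+ and 0.389 between MN+ and rupture+. Other splits of the 6 rupture libraries gave correlations with Mps1i of up to 0.340, and with MN+ of up to 0.593, so neither stands out from them.

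**Figure D1:**
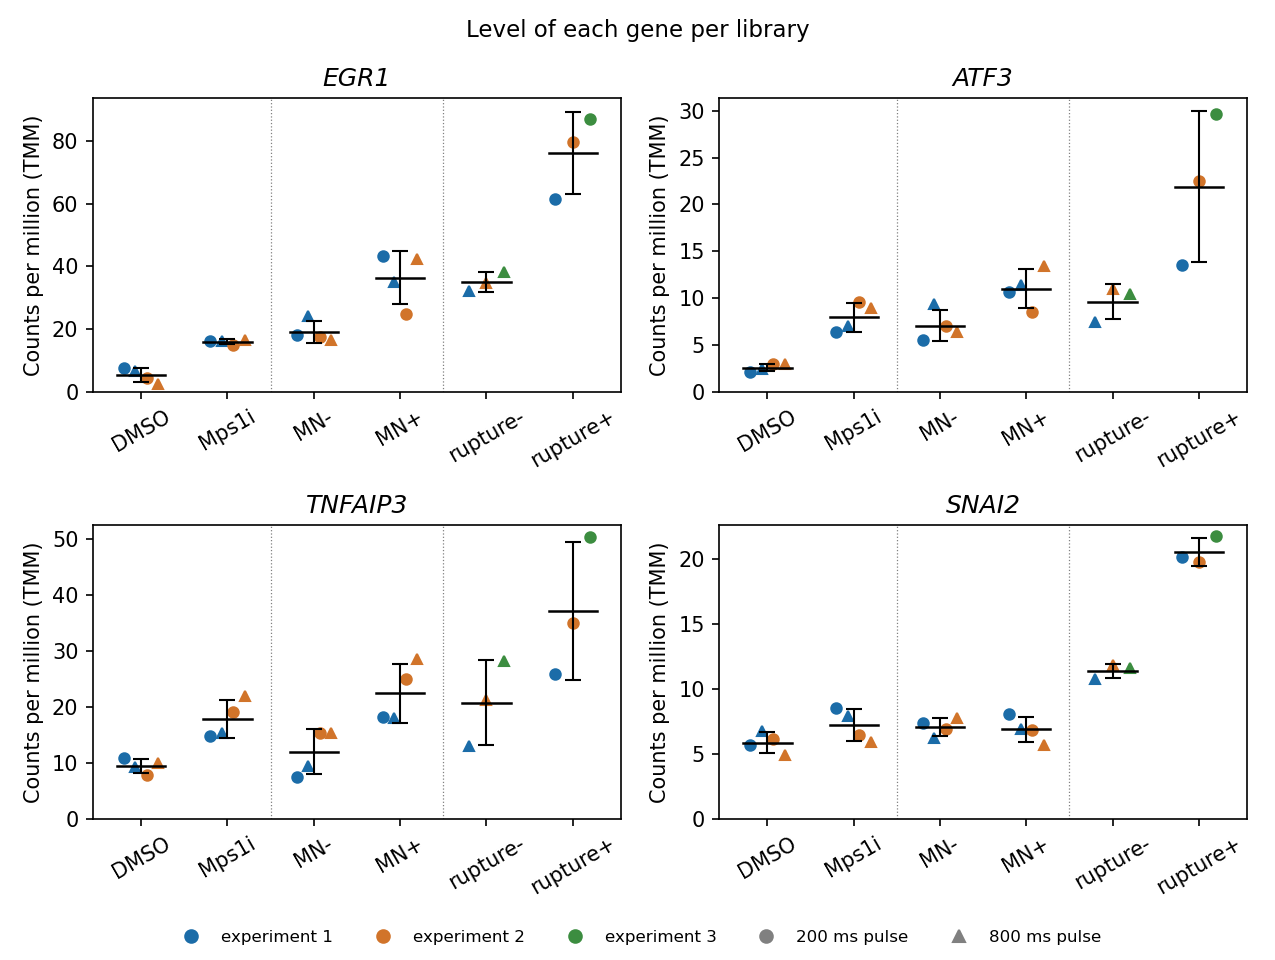
Level of EGR1, ATF3, TNFAIP3 and SNAI2 in each library, in CPM after TMM normalization within each comparison. Points are libraries, circles those of the 200 ms and triangles those of the 800 ms pulse, colors are experiments, and bars are the mean ± SD of 4 libraries (DMSO, Mps1i, MN-, MN+) or 3 (rupture-, rupture+). Levels of EGR1 reach a mean of 16.0 in Mps1i and 76.1 in rupture+, and levels in different comparisons were normalized apart.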

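Immediate early genes and NF-kB targets had the highest median fold changes among the fixed lists in rupture+ cells. Immediate early genes had a median log2 fold change of 0.202 with 15 of 25 positive, and 1 rose, or 3 with the block (4 when adjusted over the list alone, 11 higher and 1 lower with the block). NF-kB targets had a median of 0.257 with 10 of 13 positive, and 0 passed, or 1 with the block, TNFAIP3 (0 when adjusted over the list alone, 2 with the block). CXCL8, the chemokine IL-8, had a log2 fold change of 1.09 (standard error 0.452, adjusted p = 0.549, and 0.0555 with the block). Genes of G2 and mitosis had a median of 0.172 with 50 of 57 positive, such as the mitotic kinesin KIF18A (0.41, standard error 0.0916, adjusted p = 0.373) and BORA, an activator of Aurora A (0.42, standard error 0.123, adjusted p = 0.549). Integrated stress response genes had a median of 0.0930 with 23 of 30 positive, such as DDIT3, which encodes CHOP (0.60, standard error 0.113, adjusted p = 0.213), and 1 rose with the block, CTH. Cytosolic ribosomal protein genes had a median of -0.184 with 1 of 78 positive, such as RPL28 (-0.54, standard error 0.157), nuclear genes of oxidative phosphorylation of -0.108 with 9 of 74 positive, and mitochondrially encoded genes of -0.256 with none of 13 positive (0 lower when adjusted over the list alone, 7 with the block). These 7 lists passed limma's camera test with a preset correlation (adjusted p = 2.17e-04, 5.21e-04, 5.02e-09, 7.55e-04, 3.29e-13, 4.43e-06 and 4.43e-06 in this order) and none with an estimated one (adjusted p from 0.892 to 0.905 with an estimated correlation).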

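In rupture+ cells, targets of p53 had a median log2 fold change of 0.0140 with 21 of 34 positive and did not pass camera (adjusted p = 0.387). CDKN1A was at 828 ± 143 CPM in rupture- and 732 ± 143 CPM in rupture+ libraries (SD, n = 3 each, log2 fold change -0.18, standard error 0.155, adjusted p = 0.669 from edgeR). Rupture- cells had the longer pulse, at which these targets were higher in the MN libraries (median 0.0966) and in the Mps1i libraries (0.0915), so a rise of their median in rupture+ by about that much is not excluded. Fold changes also followed the GC content of transcripts across genes, which are not independent replicates (Spearman correlation -0.684). With offsets for length and GC content and the block, an alternative chosen after seeing the data, the medians were -0.11 for ribosomal protein genes, -0.037 for oxidative phosphorylation and 0.12 for G2 and mitosis genes, and -0.27 for mitochondrially encoded genes. From the overlap of genes and pathways with those of Mps1i, the paper proposes that MN rupture has minimal unique effects on transcription in the first interphase.

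**Figure D2:**
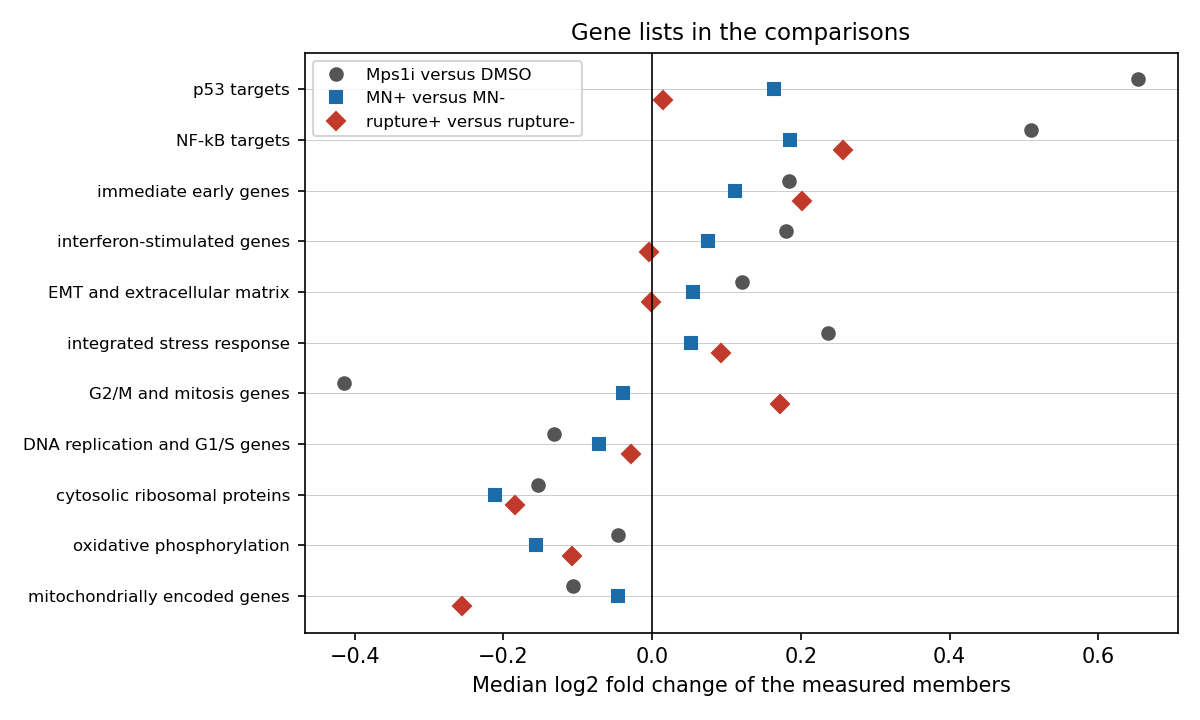
Median log2 fold change of the measured members of 11 gene lists in Mps1i versus DMSO, MN+ versus MN- and rupture+ versus rupture-. Each symbol is 1 list in 1 comparison without a block, and the medians for p53 targets are 0.653, 0.164 and 0.0140 in this order.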

### MN formation and rupture do not contribute to the aneuploidy transcription signature

Due to the large overlap between DEGs in MN rupture cells compared to the bulk aneuploid population, we tested the hypothesis that MN rupture is the cause of these transcriptional changes. If this is the case, then we expect to observe the changes in gene expression to get stronger as cells with ruptured MN are more enriched in the population. We used k-means clustering to visualize changes in DEG expression between Mps1i treated cells, MN + cells, and MN rupture cells. To minimize noise from potential batch effects in the MN +dataset, we included individual replicates from that and the MN rupture experiment in our analysis. This analysis identified one gene cluster that showed potentially elevated expression in MN rupture cells, which included all the most highly upregulated genes after MN rupture (Figure 6a, Figure 5—figure supplement 1o).

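The genes raised by Mps1i were also higher in rupture+ than in rupture- cells. Of the genes higher in Supplementary file 1c, which the paper chose on the Mps1i and DMSO libraries, 42 of the 54 measured had a positive log2 fold change, with a median of 0.195. Among these genes, EGR1 and CREB5 rose, and 8 genes did with the block, among them TSC22D1, a transcription regulator (0.60, standard error 0.0852, adjusted p = 0.0720, 0.0352 with the block, and 0.164 with it without experiment 2). Adjusted over the list alone, 16 were higher, and 20 higher and 1 lower with the block. The set was higher in limma's camera test (adjusted p = 2.12e-11), also with an estimated correlation (adjusted p = 0.0145, and 0.0215 with the block). The 10 splits of these libraries are too few for a share under 0.05. By matched pair, the mean log2 difference of these genes in Mps1i against DMSO was between 0.782 (SD 0.393 over 64 genes) and 0.855, with 62 or 63 of 64 positive, where the list is not independent of the libraries. In MN+ against MN- it was 0.459 (SD 0.407) and 0.286 in the wells where MN+ received the 800 ms pulse, and 0.198 and 0.116 (SD 0.194) in those where MN+ received the 200 ms pulse. In rupture+ against rupture- it was 0.255, 0.295 and 0.123 (SD 1.34, median 0.301) in experiments 1, 2 and 3. The difference between the comparisons was not tested, since each was normalized apart and the reference groups differ.

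**Figure D3:**
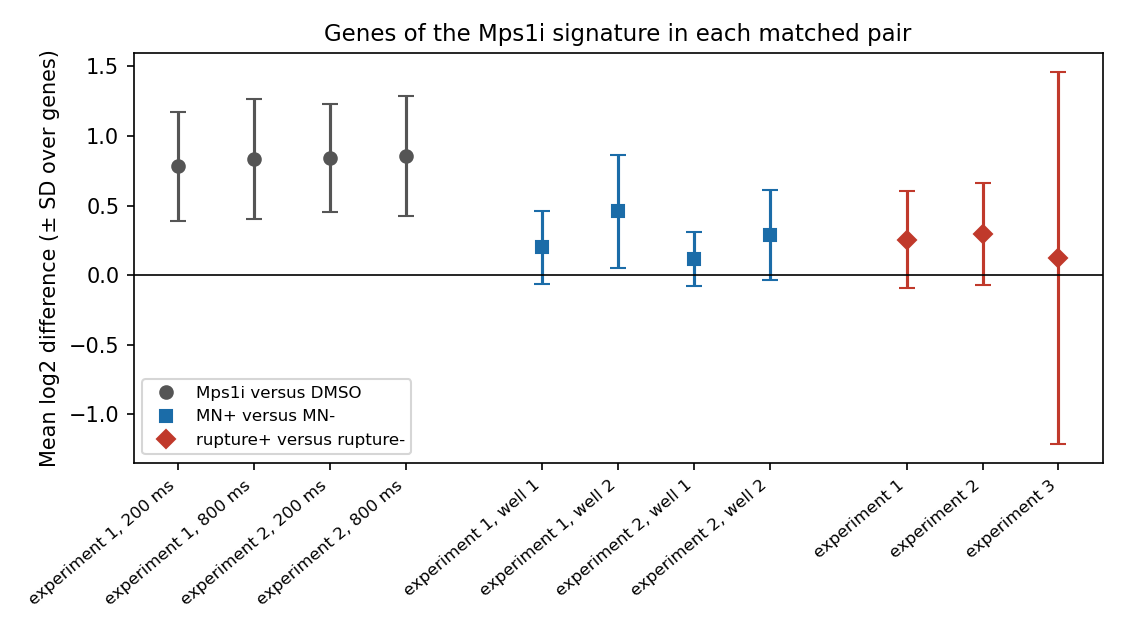
Mean log2 difference (± SD over genes) of the genes that the paper lists as higher in Mps1i, per matched pair of libraries, in Mps1i versus DMSO (64 genes), MN+ versus MN- (62 genes) and rupture+ versus rupture- (54 genes). Each point is 1 pair, and all 11 means lie above 0.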

**Figure 6.**
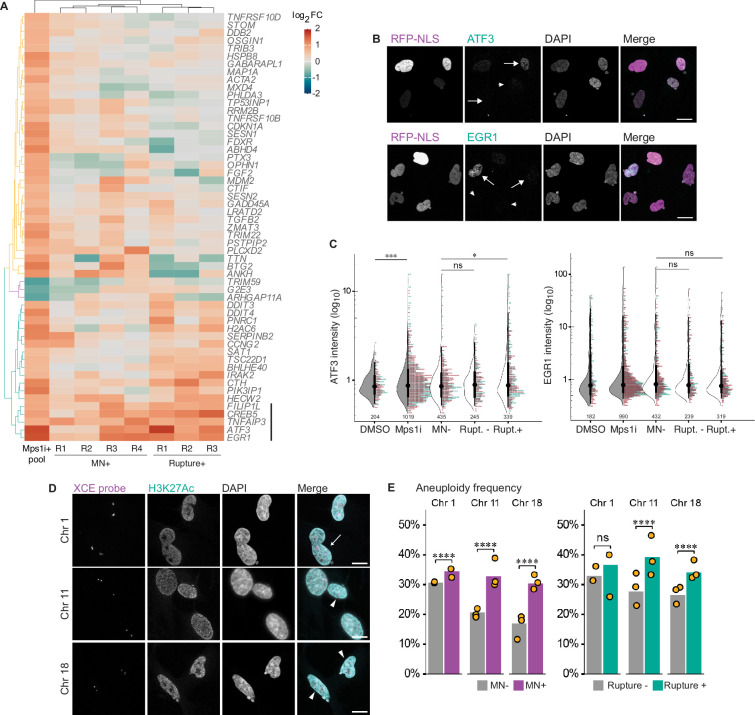
Micronucleation and rupture do not significantly alter the aneuploidy transcription response. (**a**) Heatmap of Mps1i+DEGs (cutoff: absolute fold-change ≥1.5) compared to MN +and rupture +replicates. Euclidean distances calculated for features and samples and clustered by complete-linkage. Genes lacking values for one more experiment types were excluded. Line=gene cluster upregulated in MN rupture + cells. (**b**) Representative images and quantification of ATF3 and EGR1 labeling in RPE1 2xRFP-NLS cells after Mps1i incubation. Arrows = ruptured MN, arrowheads=intact MN. Scale bar=20 µm. (**c**) Quantification of normalized ATF3 and EGR1 mean nuclear intensity in manually classified cells. N=2 (graph colors), n=on graph, p: ns >0.05, *≤0.05, ***≤0.001 by GEE. (**d**) Representative images of DNA FISH for chromosomes 1, 11, and 18 and H3K27Ac identification of intact MN. Arrows=ruptured MN, arrowheads=intact MN. (**e**) Quantification of aneuploidy frequency (foci do not equal 2) per chromosome. Cells manually classified as MN- or MN+, and MN rupture- or rupture+. MN: Chr 1: N=2, n=429, 158; Chr 11: N=3, n=406, 313, 160; Chr 18: N=3, n=425, 202, 230. Rupture: Chr 1: N=2, n=187, 74; Chr 11: N=3, n=190, 108, 71; Chr 18: N=3, n=186, 102, 101.

**Figure 6—figure supplement 1.**
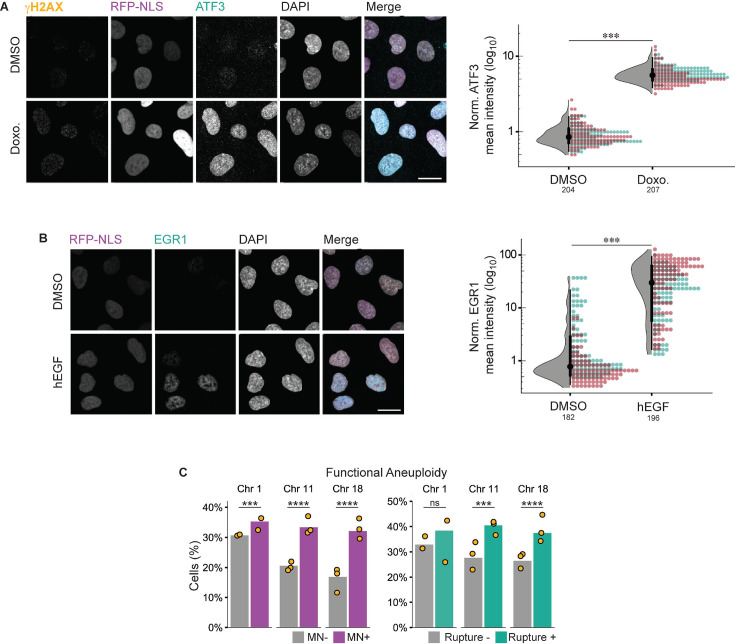
Controls related to Figure 6. (**a**) Representative images and quantification of ATF3 nuclear mean fluorescence intensity in cells treated with DMSO or doxorubicin (Doxo.). N=2 (colors on graph), n=on graph. Scale bar = 20 µm. (**b**) Representative images and quantification of EGR1 nuclear mean fluorescence intensity in cells treated with DMSO or hEGF. N=2 (colors on graph), n=on graph. For a-b: p: ***≤0.001, by GEE. Scale bar=20 µm. (**c**) Same analysis as Figure 6b, but with chromosomes in ruptured MN excluded from the foci count. Similar levels of aneuploidy were observed between groups as in Figure 6b.

We next attempted to validate increased expression of two of these genes, EGR1 and ATF3, after MN rupture by immunofluorescence. As a positive control, increased protein levels were observed after addition of hEGF or doxorubicin, a DNA damaging agent, to RPE1 cells (Figure 6—figure supplement 1a–b). Both EGR1 and ATF3 showed increased expression after Mps1i treatment, however, no increase in EGR1 and only a small shift in ATF3 was observed in cells with ruptured MN (Figure 6b–c). Based on these results, we conclude that MN rupture is strongly unlikely to be a significant driver of transcriptional changes in aneuploid cells.

### Cells with ruptured MN have higher levels of aneuploidy

One explanation for our observation that some genes increase in expression strength in cells with ruptured MN is that this population is enriched in aneuploid cells. We therefore analyzed aneuploidy levels in Mps1i-treated RPE1 cells by quantifying the number of chromosomes 1, 11, and 18 by DNA-FISH. Cells were manually classified as MN- or MN +by DAPI labeling, and MN classified as ruptured based on loss of H3K27Ac labeling (Mammel et al., 2021; Mohr et al., 2021; Figure 6d). Aneuploidy frequency varied between chromosomes but was consistently higher for MN +compared to MN- cells and higher for 2/3 chromosomes for ruptured compared to intact MN + cells (Figure 6e). Similar results were obtained when transcription loss due to MN rupture was considered (functional aneuploidy; Figure 6—figure supplement 1c). Overall, our results strongly suggest that micronucleated cells likely have slightly higher levels of aneuploidy and that MN formation and rupture do not cause specific transcriptional changes in the first cell cycle.

## Discussion

In this study, we present two machine-learning based modules to identify MN and micronucleated cells from single channel fluorescence images of chromatin or DNA and combine one with visual cell sorting to profile the transcriptional responses to MN formation and rupture. We demonstrate that our MN segmentation pipeline MNFinder can robustly classify and segment MN across multiple adherent cell types and fluorescent imaging conditions. Further, we demonstrate that a separate MN cell classifier, VCS MN, rapidly and robustly identifies micronucleated cells from low resolution images and can be combined with single-cell photoconversion to accurately isolate live cells with none, intact, or ruptured MN from a mixed population. Using this platform, we find that, unexpectedly, neither micronucleation nor rupture triggers gene expression changes beyond those associated with a slight increase in aneuploidy. Overall, our study brings a powerful high-throughput optical isolation strategy to MN biology that enables new types of investigations and a new module for quantifying MN characteristics in adherent cells that will allow naïve users to rapidly and robustly quantify these compartments.

Visual cell sorting isolation of micronucleated cells has several advantages over current methods to identify the mechanisms and consequences of MN formation and rupture. First, it can be used on any adherent cell line. This overcomes challenges involved with using lamin B2 overexpression to inhibit MN rupture, which is limited to specific cell lines and MN types (Hatch et al., 2013; Mammel et al., 2021; Xia et al., 2019) and is complicated by additional changes in mitosis and gene expression (Agustinus et al., 2023; Han et al., 2020; Kuga et al., 2014; Pujadas Liwag et al., 2024). In addition, visual cell sorting overcomes cell line and MN content restrictions present in systems that induce missegregation of single chromosomes or chromosome arms by enabling analysis of all missegregation events in any genetic background (Lin et al., 2023; Ly et al., 2019; Ly et al., 2017; Shoshani et al., 2021; Trivedi et al., 2023). Unlike live single-cell assays, it is highly scalable and eliminates selection pressures and restrictions added by clonal expansion (Mohr et al., 2021; Papathanasiou et al., 2023; Zhang et al., 2015). Importantly, VCS MN isolation captures whole live cells, overcoming limitations associated with MN purification (Agustinus et al., 2023; Klaasen et al., 2022; Mohr et al., 2021; Papathanasiou et al., 2023; Tang et al., 2022), and permits time-resolved analyses of cellular changes and MN chromatin. Visual cell sorting also has an advantage over other optical isolation methods, including image-enabled cell sorting (Schraivogel et al., 2022), as it can be adapted to any wide-field microscope by adding a digital micromirror to existing equipment, and can be performed on attached cells, which is critical for accurate MN identification (Li et al., 2015).

Visual cell sorting of MN and our MN segmentation modules do have limitations. Due to Dendra2 signal decay and ongoing MN rupture, only about 200,000 live cells can be analyzed and targeted per visual cell sorting experiment with VCS MN. For optical pooled screening or analysis of rare cells, this limits the number of genes or depth of analysis that can be achieved. Cell fixation would overcome this issue and efforts to improve cell sorting and sample extraction after fixation are ongoing (Kanfer et al., 2021; Yan et al., 2021). Visual cell sorting also requires the introduction of at least one photoconvertible or activatable protein to mark the cells and a second fluorescent protein to identify ruptured MN. This limits the channels available for additional phenotype identification. However, recent advances in cell structure prediction (Johnson et al., 2023) may vastly expand the phenotypic information available from limited cell labels. VCS MN and MNFinder precision vary across cell types and widely divergent nuclear morphologies from the training set could impair performance. Additional training of the neural net should improve this metric, as has been the case with other cellular structures (Caicedo et al., 2019b; von Chamier et al., 2021), but different algorithm architectures will likely be required to identify MN in signal-rich environments like organoids or tissue samples. In these cases, correct association of MN to their parent nuclei may also require using a cytoplasm or cell surface label to define ground truth MN-nucleus associations and/or developing a new module to perform this task.

Comparison of our RNASeq analysis of aneuploid RPE1 cells with previously published datasets demonstrates that visual cell sorting is highly suitable for bulk genomic analyses. We observed a large overlap between upregulated pathways in our study, previous analyses of Mps1i-treated RPE1 cells, and aneuploidy more broadly, including inflammation, endothelial-to-mesenchymal transition, and p53 (He et al., 2019; Santaguida et al., 2017). We did observe a globally lower change in gene expression levels compared to previous studies. Although the values are within the variation anticipated for different preparation and sequencing protocols, it could also reflect the exclusion of cells with highly lobulated nuclei from our analysis and suggests that nuclear atypia may be a significant contributor to aneuploidy signaling changes. Additional visual cell sorting experiments using nuclear solidity to define cell populations could be used to accurately quantify this contribution.

Our analysis of micronucleated cells and cells with ruptured MN found only a handful of genes that were uniquely upregulated after MN rupture and we were unable to validate a contribution of either condition to protein changes in the cell. One potential interpretation of these results is that MN rupture or micronucleation does cause transcriptional changes, but that they are masked by signals from co-occurring events. Although we cannot rule this out, we favor the alternative interpretation that MN formation and rupture do not lead to biologically relevant transcriptional changes for several reasons. The first is that, of potential co-occurring nuclear phenotypes we quantified, only nuclear lobulation was frequently observed in Mps1i treated cells and was only slightly enriched in micronucleated cells (Figure 1—figure supplement 1b–c). Furthermore, this frequency was significantly reduced and MN + cell enrichment was lost when nuclei were classified using VCS MN (Figure 1—figure supplement 2b, Figure 2—figure supplement 2a). Thus, nuclear atypia, chromatin bridges, and mitotic DNA damage are unlikely masking other transcriptional signals in our RNAseq results. Second, we were unable to validate protein-level increases of two increasingly upregulated genes in cells with ruptured MN by immunofluorescence, suggesting that any missed DEGs are unlikely to be biologically relevant. 

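Targets of p53 that did not pass the test singly were mostly higher in MN+ cells and went both ways in rupture+ cells. In MN+ cells, BTG2 had a log2 fold change of 0.53 (standard error 0.202, adjusted p = 0.641). TNFRSF10B, a TRAIL receptor that p53 activates, had a log2 fold change of 0.25 (standard error 0.0833, adjusted p = 0.641 from edgeR's quasi-likelihood test) and DRAM1, a p53 target of autophagy, of 0.24 (standard error 0.0790, adjusted p = 0.641). In rupture+ cells, GADD45A, a p53 and stress target, had a log2 fold change of 0.36 (standard error 0.115, adjusted p = 0.549) and CCNG2, an atypical cyclin, of 0.46 (standard error 0.131, adjusted p = 0.549). BTG2 instead had one of -0.39 (standard error 0.162, adjusted p = 0.549) and FDXR, added after the values were seen, of -0.30 (standard error 0.183, adjusted p = 0.585), both lower in all 3 experiments. How often the test finds a changed gene was measured on simulated counts with the means, experiment effects, dispersions and library sizes of these libraries. In each simulation 200 genes were changed at once, and a list of 60 genes by a log2 fold change of 0.2. With so many changed genes the adjusted threshold is easier to pass. The shares found are therefore not those for a lone changed gene. For MN+ against MN-, edgeR called 1.49% of genes changed by 1.25-fold, 58.2% of those changed by 1.5-fold and 83.3% of those changed by 2-fold, and with the experiment as a block 35.8%, 89.6% and 100%. For rupture+ against rupture-, it called 2.99%, 46.3% and 97.0%, and with the block 17.9%, 79.1% and 100%. In these simulations, 2.02% of the calls (2) were false without the block and 9.40% (14) with it for rupture+. For MN+ they were 1.04% (1) and 4.29% (7). They are not the false shares among the real calls, which were fewer. For Mps1i against DMSO edgeR called 62.7%, 86.6% and 100%. The simulated changes were set in the libraries themselves. The paper reports that its classifier assigns some nuclei to the wrong MN or rupture class. A change in MN+ or rupture+ cells would then reach the libraries diluted, which was not simulated.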

Third, we were able to identify small changes in aneuploidy gene upregulation in both MN +and ruptured MN cells, strongly suggesting that our analysis was sensitive to small differences in transcript abundance. In addition, we observed an increase in aneuploidy levels in cells with MN and ruptured MN that correlated with the increase in aneuploidy gene expression. Taken together, these data strongly suggest that the most likely explanation is that MN, intact or ruptured, do not induce a meaningful transcriptional signal in the first cell cycle.

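The gene for cGAS, the sensor of cytosolic DNA, is not among the genes of any of the deposited tables, which leave out genes under 700 counts in all but 1 library, so its level was not analysed here. STING1, TBK1, IRF3 and other genes that act on cytosolic nucleic acids were measured. Of 11 such genes, IFI16, a DNA sensor, and RIGI, an RNA sensor, rose in Mps1i cells, with log2 fold changes of 0.43 (standard error 0.0850, adjusted p = 0.00966 from edgeR's quasi-likelihood test) and 0.22 (standard error 0.0618, adjusted p = 0.0388). The call of RIGI was lost with both pulse lengths summed (adjusted p = 0.122). It was also lost without any single library other than Mps1i 800 ms of experiment 1 and DMSO 800 ms of experiment 2 (adjusted p from 0.0788 to 0.0967). MAVS, the adaptor of RIGI, fell only with the experiment as a block (-0.14, adjusted p = 0.111 without and 0.0239 with the block). The list had a median of 0.0318 (2 higher when adjusted over the list alone) and did not pass limma's camera test (adjusted p = 0.262). In MN+ against MN- cells, TBK1, a kinase downstream of STING, had a log2 fold change of 0.24 (standard error 0.105, adjusted p = 0.641) and TREX1, a DNase that removes cytosolic DNA, of -0.28 (standard error 0.106, adjusted p = 0.641). The median of the list was 0.0721 and its camera test had the opposite sign (adjusted p = 0.994), and no member passed. In rupture+ against rupture- cells, TBK1 had a log2 fold change of 0.34 (standard error 0.0903, adjusted p = 0.491), RIGI of 0.33 (standard error 0.116, adjusted p = 0.549) and IRF3 of -0.22 (standard error 0.107, adjusted p = 0.557). The median of the list was -0.0697 (1 higher when adjusted over the list alone, adjusted p = 0.852 from camera). Interferon-stimulated genes had a median of -0.00379 with 12 of 24 positive (adjusted p = 0.645), and ISG15, a ubiquitin-like protein, of -0.22 (standard error 0.125, adjusted p = 0.562).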

A potential limitation of our current data is that the cell line used, RPE1, has reduced cGAS expression. MN rupture has been proposed to activate cGAS/STING signaling (Bakhoum et al., 2018; Harding et al., 2017; Mackenzie et al., 2017) and the strong localization of cGAS to ruptured MN led to a widespread model where this activation occurred in the first cell cycle. However, the original studies did not observe upregulation of interferon-stimulated genes until several days after MN rupture, suggesting that cGAS recruitment to MN does not activate it, and now multiple lines of evidence strongly suggest cGAS bound to ruptured MN is incapable of activating STING (Flynn et al., 2021; Harding et al., 2017; Mohr et al., 2021; Sato and Hayashi, 2024). Therefore, we expect that VCS analysis of MN-associated gene expression in a highly active cGAS/STING cell line will yield the same results as what we observed in RPE1 cells.

Visual cell sorting is a highly flexible platform that substantially expands our ability address fundamental questions in MN biology. Visual cell sorting MN isolation can be used for optical pooled screening, an unbiased method that would be ideal to identify mechanisms of MN rupture, and, in combination with dCas9-based chromosome labeling (Chen et al., 2013; Maass et al., 2018; Tanenbaum et al., 2014), to identify mechanisms that enrich specific chromosomes in MN and drive cancer-specific aneuploidies (Ben-David and Amon, 2020). Techniques to improve retrieval and sorting of formaldehyde-fixed cells would significantly facilitate these analyses by enabling collection of a larger number of cells per experiment and allowing use of slower but more accurate MN segmentation modules, such as MNFinder, to label cell populations.

A current strength of visual cell sorting with VCS MN is the ability to recover a population of live cells with either none, intact, or ruptured MN. This allows, for the first time, large-scale analyses of post-mitotic genetic and functional changes caused by micronucleation. For instance, aneuploid cells with and without MN could be analyzed for acquisition of disease-associated behaviors, including proliferation and migration, and used in in vivo tumorigenesis and metastasis assays to directly assess their contribution to cancer development. In addition, a similar method developed in the Korbel lab shows the power of this technique used to quantify the frequency and extent of genetic changes after chromosome missegregation (Cosenza et al., 2024). The ability of visual cell sorting to use nucleus masks generated by any image analysis program means that the user can employ any open-source MN segmentation module to optimize for higher purity for these experiments, or a broader recall to identify rare populations in single-cell experiments. In summary, automated MN segmentation and visual cell sorting are poised to provide critical insights into a wide range of questions about how MN form, rupture, and contribute to disease pathologies.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Cell line (*Homo sapiens*)	HEK293T (transformed, kidney)	ATCC	CRL-3216, RRID:CVCL_0063	
Cell line (*Homo sapiens*)	U2OS (transformed, osteosarcoma)	ATCC	HTB-96. RRID:CVCL_0042	
Cell line (*Homo sapiens*)	HeLa (transformed, cervical carcinoma)	ATCC	CRM-CCL-2, RRID:CVCL_0030	
Cell line (*Homo sapiens*)	hTERT RPE-1; RPE1 (immortalized, epithelial)	ATCC	CRL-4000, RRID:CVCL_4388	
Cell line (*Homo sapiens*)	hTERT HFF; HFF (immortalized, fibroblast)	PMID:9817205		Cell line maintained in D. Galloway lab.
Cell line (*Homo sapiens*)	MCC13 (transformed, Merkel cell carcinoma)	ECACC	10092302, RRID:CVCL_2583	Cell line maintained in P. Nghiem lab
Cell line (*Homo sapiens*)	HeLa H2B-GFP	Millipore	SCC117, RRID:CVCL_ZM02	Cell line maintained in D. Avgousti lab
Cell line (*Homo sapiens*)	hTERT RPE-1 NLS-3xDendra2, H2B-emiRFP703; RFP703/Dendra	This study		RPE1 cells used for VCS MN experiments
Cell line (*Homo sapiens*)	U2OS NLS-3xDendra2, H3B-emiRFP703	This study		U2OS cells used for MNFinder training
Cell line (*Homo sapiens*)	hTERT RPE-1 NLS-3xDendra2-P2A-H2B-miRFP703	This study		RPE1 cells used for VCS MN training
Antibody	Anti-gH2AX phospho (Ser139) (mouse monoclonal)	Biolegend	Cat# 613401, RRID:AB_315794	IF (1:500)
Antibody	Anti-ATF3 (rabbit monoclonal)	CST	Cat# 18665, RRID:AB_2827506	IF (1:400)
Antibody	Anti-EGR1 (rabbit monoclonal)	CST	Cat# 4154, RRID:AB_2097035	IF (1:1600)
Antibody	Anti-H3K27Ac (rabbit polyclonal)	Abcam	Cat# ab4729, RRID:AB_2118291	IF (1:500)
Antibody	AF647 goat-anti-mouse (polyclonal, secondary)	Life Technologies	Cat# A21236	IF (1:1000)
Antibody	AF488 goat anti-rabbit (polyclonal, secondary)	Life Technologies	Cat# A11034	IF (1:2000)
Recombinant DNA reagent	pH2B-emiRP703	Addgene	Cat# 136567, RRID:Addgene_136567	Verkhusha lab
Recombinant DNA reagent	pLVX-EF1a-NLS-3xDendra2-blast (plasmid)	This study		Lentiviral plasmid based on pLVX-puro backbone (Clontech) to express NLS-3xDendra2
Recombinant DNA reagent	pLVX-EF1a-H2B-emiRFP703-neo (plasmid)	This study		Lentiviral plasmid based on pLVX-puro backbone (Clontech) to express H2B-emiRFP703
Recombinant DNA reagent	pLenti-CMV-NLS-Dendra2x3-P2A-H2B-miRFP	PMCID:PMC7273721		Lentiviral plasmid to co-express H2B-miRFP703 and NLS-Dendra2
Commercial assay or kit	RNAqueous micro	Thermo Fisher	AM1931	
Commercial assay or kit	SMART-Seq v4 ultra-low input RNA	Takara	634894	
Commercial assay or kit	Nextera XT DNA library preparation	Illumina	FC-131–1024	
Chemical compound, drug	DAPI	Life Technologies	D1306	(1 µg/mL)
Chemical compound, drug	Vectashield	Vector Labs	H-1000	
Chemical compound, drug	RO-3306; Cdk1i	Sigma-Aldrich	SML0569	(10 µM)
Chemical compound, drug	BAY1217389; Mps1i	Fisher Scientific	501872752	Msp1 inhibitor (100 nM)
Chemical compound, drug	PD-0332991; Cdk4/6i	Sigma-Aldrich	PZ0199	Cdk4/6 inhibitor (1 µM)
Chemical compound, drug	doxorubicin hydrochloride	Fisher Scientific	BP25165	(2 µg/mL)
Chemical compound, drug	hEGF	Peprotech	AF-100–15-	(5 ng/mL)
Chemical compound, drug	Phenol-red free DMEM/F12	GIBCO	21041025	Used during VCS imaging
Chemical compound, drug	CellTrace Far Red	Thermo Fisher	C34572	Cell label dye used in VCS validation
Software, algorithm	Metamorph (v7.10.1.161)	Molecular Devices	RRID:SCR_002368	
Software, algorithm	Leica Application Suite X	Leica	RRID:SCR_013673	
Software, algorithm	VCS MN	This study		Available at https://github.com/hatch-lab/fast-mn
Software, algorithm	MNFinder	This study		Available at https://github.com/hatch-lab/mnfinder
Other	Chromosome 1 XCE – orange (*Homo sapiens*)	MetaSystems	D-0801–050-OR	DNA-FISH probe
Other	Chromosome 11 XCE – orange (*Homo sapiens*)	MetaSystems	D-0811–050-OR	DNA-FISH probe
Other	Chromosome 18 XCE – orange (*Homo sapiens*)	MetaSystems	D-0818–050-OR	DNA-FISH probe
Other	PNA CENPB-Cy5	PNA Bio	F3005	DNA-FISH probe
Other	Leica DMi8 with Adaptive Focus	Leica		Microscope for VCS
Other	Mosaic 3 Digital Micromirror Device	Andor		Microscope component for VCS
Other	Leica DMi8 laser scanning confocal microscope	Leica		Confocal microscope
Other	CSU spinning disk unit	Yokagawa		Confocal microscope component
other	FACS Aria II	BD Biosciences	RRID:SCR_018934	Cell sorter

### Plasmid construction

pLVX-EF1a-NLS-3xDendra2-blast was created by PCR of NLS-3xDendra2 from pLenti-CMV-NLS-Dendra2x3-P2A-H2B-miRFP (Hasle et al., 2020) using primer sequences 5'-caagtttgtacaaaaaagttggcaccATGG-3' and 5'-**TTA**GGAAAAATTCGTTGCGCCGCTCCC-3', followed by ligation into pLVX-EF1a-blast. pLVX-EF1a-H2B-emiRFP703-neo was created by PCR of H2B-emiRFP703 from pH2B-emiRP703 (a gift from Vladislav Verkhusha, AddGene #136567) with primers 5'-ATGCCAGAGCCAGCGAAG-3' and 5’-TTAGCTCTCAAGCGCGGTGATC-3', followed by ligation into pLVX-EF1a-neo. pLVX-EF1a was derived from pLVX-puro (Clontech) by replacing the CMV promoter with EF1a and replacing the selection marker with blast or neo.

### Cell culture and construction of cell lines

hTERT RPE-1 cells were cultured in DMEM/F12 (Gibco) supplemented with 10% FBS (Sigma), 1% penicillin-streptomycin (Sigma), and 0.01 mg/mL hygromycin B (Sigma) at 5% CO_2_ and 37 °C. U2OS, hTERT-human fetal fibroblasts (HFF), and HeLa cells were cultured in DMEM (Gibco) supplemented with 10% FBS and 1% pen/strep at 10% CO_2_ at 37 °C. RPE1 and U2OS cells were validated by STR sequencing and all cell lines were routinely tested for mycoplasma negativity. For ATF3 validation, cells were incubated in 2 µg/mL doxorubicin hydrochloride (Fisher Sci) for 1 hr prior to fixation. For EGR1 validation, cells were incubated in 5 ng/mL hEGF (Peprotech) for 1 hr prior to fixation. For MN induction, cells were incubated 100 nM BAY1217389 (Msp1i, Fisher Sci) for the indicated times. Where noted, Cdk1i (RO-3306, Sigma) was added to 10 µM.

hTERT RPE-1 NLS-3xDendra2/H2B-emiRFP703 and U2OS NLS-3xDendra2/H2B-emiRFP703 cell lines were produced through serial transduction of lentiviruses. Lentivirus was produced in HEK293T cells using standard protocols and filtered medium was added with polybrene (Sigma, #H9268) for transduction. Cells were selected with 10 µg/mL blasticidin (Invivogen) and 500 µg/mL active G418 (Gibco) and FACS sorted on an Aria II sorter (BD Biosciences) for the top 20% brightest double positive cells. hTERT RPE-1 NLS-3xDendra2-P2A-H2B-miRFP703 cells were created through viral transduction and FACs sorting for the brightest double positive population. MCC13 cells were a gift from Dr. Paul Nghiem (University of Washington). HeLa H2B-GFP cells were a gift from Dr. Daphne Avgousti (Fred Hutchinson Cancer Center) and were originally acquired from Millipore (SCC117). hTERT-HFF cells were a gift from Dr. Denise Galloway (Fred Hutchinson Cancer Center) (Kiyono et al., 1998).

### Microscopy

Visual cell sorting experiments were performed on a Leica DMi8 widefield fluorescence microscope with Adaptive Focus outfitted with an i8 incubation chamber (Leica) with temperature (PeCon: TempController 2000–1) and gas control (Oko) and a Mosaic 3 Digital Micromirror (Andor). Images were acquired with a 20x0.8 NA apochromatic objective (Leica) using an iXon Ultra 888 EMCCD camera (Andor) and MetaMorph v7.1.0.1.161 (Molecular Devices). Camera binning was set to 2 and single section images were acquired. For quality control, the first and last 5 positions were reimaged at the end of each well for in all channels and images of an unactivated well were acquired for comparison.

Fixed cell training, validation, and testing images for VCS MN and MNFinder were acquired with a Leica DMi8 laser scanning confocal microscope using the Leica Application Suite (LAS X) software and a 40 x/1.3 NA Oil APO CS objective (Leica) or 20 x/0.7 NA PLAN APO objective, or a Leica DMi8 microscope outfitted with a Yokogawa CSU spinning disk unit, Andor Borealis illumination, ASI automated Stage with Piezo Z, with an environmental chamber and Automatic Focus using a 40 x/1.3 NA Oil PLAN APO objective. Images on the spinning disk microscope were captured using an iXon Ultra 888 EMCCD camera and MetaMorph software (v7.10.4).

### Micronucleus segmentation and cell classifiers

*VCS MN:* The neural net was created using the FastAI 1.0 library in Python, a UNet with Torchvision’s ResNet18 pre-trained model as its base architecture (Ronneberger et al., 2015). Training for MN recognition was performed using ~2000 images of individual cells as training data, a further 164 for validation, and 177 for testing. Training images were of RPE-1 NLS-3xDendra2-P2A-H2B-miRFP703 cells after incubation in 0.5 µM reversine (an Mps1 inhibitor, EMD Millipore) or DMSO for 24 hr and taken with a ×20 widefield objective on the visual cell sorting microscope. Nuclei were segmented on H2B channel images using the Deep Retina segmenter (Caicedo et al., 2019a) and 48x48 px image crops were generated centered on each nucleus. For training, MN pixels in cropped images were manually annotated by an MN expert. MN associated with chromatin bridges were not annotated to ensure that labeled MN were discrete nuclear compartments.

The VCS MN classifier takes as input a two-channel ×20 image. It applies the Deep Retina segmenter to the H2B channel to segment nuclei, discards any nuclei touching the edge of the image, and generates a 48x48 px crops centered on each nucleus. Each crop is processed with Sobel edge detection and linearly enlarged to 96x96 px. To accommodate the ResNet18 3-channel architecture, each crop is expanded to the H2B channel, a duplicate of the H2B channel, and the results of Sobel edge detection. Identified MN are mapped back to the full image and assigned to the closest segmented nucleus. MN more than 40 px away from a nucleus are discarded.

Once MN are assigned to nuclei, the classifier calculates the maximum Dendra2 MN/nucleus intensity ratio for each MN. MN with a ratio below 0.16 are classified as ruptured. This threshold was identified using the JRip classifier in Weka 3.8.6 to define the optimal threshold to separate manually annotated intact and ruptured MN (Cohen, 1995; Witten et al., 2017). Nucleus masks are classified as MN +or MN- based on the presence or absence of at least one associated MN. MN +nuclei are then further classified into those associated with only intact MN (rupture-) or those with at least one ruptured MN (rupture+).

For analysis of MN recall and PPV, MN ground truth labels were generated using PixelStudio 4.5 on an iPad (Apple) for annotation. Recall was calculated as the proportion of all MN that overlapped with a predicted segment. Positive predictive value was calculated as the proportion of all predicted segments that overlapped with a MN. Mean Intersection over Union (mIoU) was calculated per object by quantifying the overlap between groups of true positive pixels and their respective ground truths.

Prior to analysis of U2OS cells, the VCS MN segmentation module was retrained on a collection of images of RPE1, U2OS, HFF, and HeLa cells that had been incubated in 100 nM BAY1217389 or 0.5 µM reversine for 24 hr to increase MN frequency. Live images of RPE1 and U2OS NLS-3xDendra2/H2B-emiRFP703 cells were acquired on the VCS microscope at ×20. Images of fixed cells were taken on either the LSM or spinning disk confocal microscopes at ×40 after fixation in 4% paraformaldehyde (Electron Microscopy Sciences, #15710) for 5 min at room temperature. Cells were labeled with DAPI where indicated. ~2300 crops of U2OS NLS-3xDendra2/H2B-emiRFP703 cells taken on the VCS microscope at ×20 were used for training with another 233 held back for validation and 910 for testing. Three images of Hoechst labeled U2OS cells taken at ×20 on a widefield microscope at 16-bit depth were downloaded from the Broad Bioimage Benchmark Collection (BBBC039v1, Bray et al., 2016; Caicedo et al., 2019b; Ljosa et al., 2012) and linearly scaled up by 0.5 for testing. For all images in the training, validation, and testing datasets, Deep Retina segmentation was bypassed by manually annotating the nuclei and generating image crops with a custom python program. These crops and masks were then fed into VCS MN to obtain MN masks and nucleus/MN assignments.

*MNFinder:* The MNFinder neural nets were created using TensorFlow 2.0 without transfer learning. Training was performed on 128x128 px crops generated from widefield images of RFP703/Dendra RPE-1 and U2OS cells of H2B-RFP703 and confocal images of DAPI-labeled MCC13 and HeLa cells after Mps1i incubation (Table 3). Nuclei and MN pixels were annotated by hand by an MN expert.

For nucleus/MN segmentation, predictions are taken from two UNet-based neural nets, with MN predictions fed into a third ensembling UNet. All UNets are identical, save for the incorporation of multiscale downsampling into one of the input UNets. For “cell” segmentation (instance segmentation) a UNet architecture incorporating 3 decoder pathways is used to predict distance maps, proximity maps, and foreground pixels. The distance and proximity map decoders incorporate features from a UNet3 +design: specifically, additional skip connections from multiple layers of the encoder and decoder pathways and deep supervision during training (Huang et al., 2020). Training data were generated from annotated nuclei and MN images by generating a concave hull grouping a nucleus and associated MN using the cdBoundary package in Python (Duckham et al., 2008). This hull was transformed into a distance map by calculating the Euclidean distance transform (EDT) with each pixel value encoding the shortest distance between that pixel and the background. Proximity maps were generated by setting all pixels as foreground pixels except for those belonging to other hulls and applying an EDT, masked by the cell’s boundaries, and raising this to the 4th power to sharpen edges. Both maps are scaled from 0 to 1 for each cell.

MNFinder requires images with an image resolution of 1.55–2.8 px/µm, or nuclei around 30 px in diameter. Images taken at other resolutions need to be linearly scaled to within this range prior to analysis. Both single channel chromatin and multi-channel images can be used as input. MNFinder processing proceeds by first cropping input images using a 128x128 px sliding window, advancing the window by 96 px horizontally and vertically to oversample the image. Crops are then expanded into two-channel images, with the second channel the result of Sobel edge detection. These images are processed by the neural nets, post-processed as described, and reassembled by linear blending into a complete field. Recall and positive predictive values were calculated using the same metrics as for VCS classifier validation.

MNFinder was validated on images of RPE1, U2OS, HFF, and HeLa cells described in Table 3. PPV and recall for MN segmentation were calculated for individual input UNets and the ensemble UNet (Table 1).

### Outline of visual cell sorting cell isolation experiments

Cells for visual cell sorting were plated onto six-well glass-bottom, black-walled plates (CellVis) at a density of 50,000–225,000 cells per well 1–2 days before activation. An extra unactivated well and a well of non-fluorescent RPE1 cells were plated as controls. One day before imaging, 100 nM Mps1i was added to the medium. One hour prior to imaging, cells were washed 1 x in PBS and medium changed to phenol red free (GIBCO) containing 10 µM RO-3306 (Sigma). The plate was transferred to the microscope, the plate center and micromirror device were aligned, and the appropriate journals (see Hasle et al., 2020) were initiated for visual cell sorting. Imaging conditions were optimized for each experiment. Images were acquired using MetaMorph and analyzed on a dedicated linked computer. 1-bit masks of MN +nuclei and MN- nuclei were transmitted back to MetaMorph, which directed UV pulses at the segmented nuclei. Activation occurred using either a 200ms or 800ms pulse of the 405 nm laser. Classifier predictions were compared to the first 3 and last 3 images from each VCS experiment, each manually annotated prior to downstream analysis, including RNA extraction.

Activated and unactivated cells were trypsinized (0.25% Trypsin-EDTA, GIBCO), suspended in 2% FBS in PBS, and sorted using a FACS Aria II (BD Biosciences). Compensation for PE-blue excitation of unconverted Dendra2 was performed on the unactivated cells. Dendra2 activation-based sorting gates were defined on single cells positive for both Dendra2 and emiRFP703 using the PE-Blue-A/FITC-A ratio, which was found to be more distinct than the PE-YG/FITC ratios. Cells were sorted into 2% FBS then pelleted and either flash frozen on dry ice or replated onto poly-L-lysine coated coverslips.

#### CellTrace

Activation and sorting accuracy were analyzed for RPE1 RFP703/Dendra2 cells by incubating cells in CellTrace far-red (Thermo Fisher) for 10 min at 37 °C, trypsinizing and pelleting cells, mixing 1:1 with unlabeled cells, and plating. A classifier segmented nuclei with the Deep Retina segmenter on Dendra (green) fluorescence and measured the mean far-red intensity in the nucleus (Hasle et al., 2020). Threshold intensity for activation was experimentally determined. Cells were sorted by FACs for Dendra2 ratio and CellTrace intensity using compensation to eliminate emiRFP703 spectral overlap and then reanalyzed on the same machine.

#### Mps1i+/-isolation

Cells incubated in Msp1i or DMSO were imaged and activated using a random classifier. 1-bit masks of nuclei generated using the Deep Retina segmenter were randomly assigned to receive 800ms or 200ms pulses. At least 13 k cells were collected per sorting bin and samples were pelleted, flash frozen, and stored at –80 °C.

#### Micronucleus+/- isolation

Two wells were imaged sequentially per experiment with the activation time for MN+ and MN- nuclei reversed between wells.

#### Rupture +/-isolation

Cells were plated 2 days before imaging in medium containing 1 µM Cdk4/6i (PD-0332991, Sigma). Twenty-four hours later, cells were rinsed 3 x with PBS and the medium replaced with 100 nM BAY1217389. Only one well was imaged per experiment with rupture- cells receiving 800ms and rupture + cells receiving 200ms pulses.

### RNA isolation and sequencing

We extracted RNA from frozen cell pellets using the RNAqueous micro kit (Thermo Fisher), according to the manufacturer’s protocol. Residual DNA was removed by DNase I treatment and RNA was further purified by glycogen precipitation (RNA-grade glycogen; Thermo Fisher) and resuspension in ultra-pure H_2_O heated to 65 °C. RNA quality and concentration was checked by the Genomics Core at the Fred Hutchinson Cancer Center with an Agilent 4200 Tapestation HighSense RNA assay and only samples with RIN scores above 8 and 28 S/18 S values above 2 were further processed. cDNA synthesis and library preparations were performed by the Genomics Core using the SMARTv4 for ultra-low RNA input and Nextera XT kits (Takara). Sequencing was also performed on an Illumina NextSeq 2000 sequencing system with paired-end, 50 bp reads.

### RNAseq and gene-set enrichment analysis

We quantified transcripts with Salmon to map reads against the UCSC hg38 assembly at http://refgenomes.databio.org (digest: 2230c535660fb4774114bfa966a62f823fdb6d21acf138d4), using bootstrapped abundance estimates and corrections for GC bias (Patro et al., 2017). For comparisons with data from He, et al. and Santaguida, et al*.*, the original FASTA files deposited at the Sequence Read Archive were downloaded with NCBI’s SRA Toolkit and quantified with Salmon (He et al., 2019; Santaguida et al., 2017). No GC-bias correction was applied as only single-end reads were available.

Transcript abundances were processed to find differentially expressed genes (DEGs) with the R package DESeq2 version 3.16 in R 4.2.1, RStudio 2022.07.2 build 576, and Sublime Text build 4143. Files were imported into DESeq2 with the R package tximeta (Love et al., 2020; Love et al., 2014), estimated transcript counts were summarized to gene-level, and low-abundance genes were filtered by keeping only those genes with estimated counts ≥700 in at least two samples. DEGs were identified using a likelihood ratio test comparing the full model with one with the condition of interest dropped and an FDR of 0.05. Log-fold changes were corrected using empirical Bayes adaptive shrinkage (Stephens, 2017). Operations were performed before pseudogenes were filtered from dataset.

GSEA was performed using the R package fgsea version 1.25.1, comparing log-fold changes of all DEGs against the full *Homo sapiens* Hallmark Gene Sets version 2022.1, part of the MSigDB resource (UC San Diego, Broad Institute) (Crameri, 2018; Greene et al., 2017; Korotkevich et al., 2021; Liberzon et al., 2015; Subramanian et al., 2005).

### Live-cell imaging for MN rupture frequency analysis

RPE1 NLS-3xDendra2/H2B-emiRFP703 cells were plated 2 days before imaging and treated for 24 hr with either 1 µM Cdk4/6i or DMSO. One day before imaging, cells were rinsed and incubated in 100 nM BAY1217389. Nineteen hours later, the media was exchanged for Cdk1i medium, five positions were imaged in each well and rupture- cells were activated. These positions and the surrounding area were imaged every hour for 11 hr and the status of photoconverted cells manually recorded.

### Immunofluorescence (IF)

Cells plated on poly-L-lysine coated coverslips or glass bottomed plates were fixed for IF in 4% paraformaldehyde for 5 min unless otherwise indicated. Cells were permeabilized for 30 min at RT in PBSBT (1xPBS (GIBCO), 3% BSA, 0.4% Triton X-100, 0.02% sodium azide (all Sigma)), followed by incubation in primary antibodies diluted in PBSBT for 30 min, secondary antibodies diluted in same for 30 min, and 5 min in 1 µg/mL DAPI (Invitrogen). Coverslips were mounted in VectaShield (VectorLabs) and sealed with nail polish before imaging. Primary antibodies used were: mouse-a-*γ*H2AX-phospho Ser139 (1:500; BioLegend, 613401), rabbit-a-ATF3 (1:400; Cell Signaling Technology, 18665), rabbit-a-EGR1 (1:1600; Cell Signaling Technology, 4154), and rabbit α H3K27Ac (1:500; Abcam, ab4729). Secondary antibodies used were: AF647 goat-a-mouse (1:1000; Life Technologies, A21236) and AF488 goat-a-rabbit (1:2000; Life Technologies, A11034).

### DNA FISH

RPE1 cells plated onto poly-L lysine coverslips were fixed in –20 °C 100% methanol for 10 min, rehydrated for 10 min in 1xPBS and processed for IF. Cells were then refixed in 4% PFA for 5 min at RT then incubated in 2xSSC (Sigma) for 2x5 min RT. Cells were permeabilized in 0.2 M HCl (Sigma), 0.7% TritonX-100 in H_2_O for 15 min at RT, washed in 2xSSC, and incubated for 1 hr at RT in 50% formamide (Millipore). Cells were rewashed in 2xSSC, inverted onto chr 1, 11, or 18 XCE probes (MetaSystems), and the coverslips sealed with rubber cement. Probes were hybridized at 74 °C for 3 min and then incubated for 4 hr (chr 18) or overnight (chr.s 1 and 11) at 37 °C. After hybridization, coverslips were washed in 0.4xSSC at 74 °C for 5 min, then 2xSCC 0.1% Tween20 (Fisher) for 2x5 min at RT. DNA was labeled by incubation in 1 µg/mL DAPI for 5 min at RT, and coverslips mounted in VectaShield. Images were acquired as 0.45 µm step z-stacks through the cell on the confocal LSM with a ×40 objective. Cells that had more or less than two FISH foci were classified as aneuploid for that chromosome.

For MN chromosome enumeration, Mps1i treated RPE1 cells were labeled with a PNA CENPB-Cy5 probe (PNA Bio). The same DNA FISH protocol was followed until formamide denaturation. At that point cells were incubated in 50% formamide in 2 x SSC for 30 min at 85 °C then rinsed three times in ice cold 2xSSC. PNA probes were diluted to 50 μM in 85 °C hybridization buffer (60% formamide +20 mM Tris, pH 7.4+0.1 μg/mL salmon sperm DNA (Trevigen)) and coverslips were simultaneously washed at 85 °C in 2xSSC. Coverslips were then incubated in 10 μL of the PNA probe for 10 min at 85 °C and then 2 hr at RT. Coverslips were then washed twice with 2 x SSC +0.1% Tween-20 at 55 °C for 10 min and once with 2 x SSC +0.1% Tween-20 at RT. before incubation in DAPI and mounting in Prolong Gold (Life Technologies).

### Image analysis

#### Mps1i nuclear morphology

Analysis was performed on images plus ground truth annotations and Deep Retina masks acquired as part of the DMSO versus Mps1i visual cell sorting RNAseq experiment. Solidity was quantified on ground truth and Deep Retina nuclear masks and chromatin bridges, misshapen nuclei, and dead or mitotic nuclei were manually scored. Nuclear atypia was defined as a cell with multiple large nuclei (rare) or a nuclear shape that multiple significant indentations. Nuclei that curved around a single focus were scored as normal.

#### Cell confluency

A subset of images of RFP703/Dendra cells from the MN +/-RNASeq experiments were thresholded on the 3xDendra-NLS signal at a value that included the cytoplasmic signal and the proportion of thresholded pixels was calculated per image using ImageJ. Distances between nuclei borders were calculated using ground truth masks of the same images using tools packaged in the 3D ImageJ Suite (Ollion et al., 2013).

#### Dendra2 ratio stability

Nuclei were segmented on images taken at the start and end of an Mps1i+/-VCS experiment by thresholding on the GFP channel, measuring the mean intensity of GFP and RFP, and calculating the RFP:GFP ratio per nucleus for each image group.

#### MN +/-sorting accuracy

Cells replated and fixed after sorting were imaged on the LSM confocal at 40 x with 0.45 µm z-stacks through the cell. Image names were randomized prior to quantification of MN + cells.

#### ATF3 and EGR1 intensity

Images were acquired as 0.45 µm step z-stacks through the cell on the confocal LSM with a ×40 objective. Images were corrected for illumination inhomogeneity by dividing by a dark image and background subtracted using a 60 px radius rolling-ball in FIJI (Schindelin et al., 2012) (v2.9.0). Single in focus sections of each nucleus was selected and nuclei masks generated by thresholding on RFP-NLS. Mean intensity of ATF3 or EGR1 were calculated for each nucleus and normalized for each replicate by scaling to the median value for the DMSO control. Statistics were calculated on the raw values.

### Statistical analyses

Shorthand p-values are as follows:

ns: p-value ≥ 0.05
*: p-value <0.05
**: p-value <0.01
***: p-value <0.001
****: p-value <0.0001

Generalized estimating equations (GEE) were used to determine statistical differences for nominal data with multiple variables using binomial distributions and a logit link function (Halekoh et al., 2006). For Figure 1c, data were assessed using the formula: (*# recalled, # missed)~MN status* where *MN status* is whether ruptured or intact. For Figure 6c, we also used a binomial distribution and a logit link function. For Figure 5c, Figure 6—figure supplement 1c, we used the formula: (*# aneuploid, # normal)~Status ×* Chr where *Status* is whether the cell was MN +/-or Rupture +/-and *Chr* is chromosome identity. p-values for each individual property were calculated using the drop1 function in R. In Figure 6c, Figure 6—figure supplement 1a-b, we used a gamma distribution and the formula *mean intensity ~Population*. Statistical significance for differences between single nominal variables in other figures were by Barnard’s exact test. KS test=Kolmogorov-Smirnov test to compare distributions of non-Gaussian data.

The predicted change to classifier PPV in Figure 5—figure supplement 1c was determined by reducing the true positive rate in the rupture- population by the difference in mean rupture frequencies between the beginning and end of the experiments and increasing the true positive rate in the rupture +population by the same.

## Data Availability

All cell lines and plasmids made for this study are available upon request. Both the MNFinder and VCS MN modules and supporting code are available on the Hatch Lab GitHub repository, along with all training, testing, and validation images and their ground truth labels (https://github.com/hatch-lab/mnfinder and https://github.com/hatch-lab/fast-mn). Additional validation images and data are available on BioImage Archive. Raw and processed RNA-seq datasets were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), accession number GSE291811. The following datasets were generated: DiPesoL PendyalaS HuangHZ FowlerDM HatchEM 2025Image-based identification and isolation of micronucleated cells to dissect cellular consequencesNCBI Gene Expression OmnibusGSE29181110.7554/eLife.101579PMC1212945140455079 HatchE 2025Image-based identification and isolation of micronucleated cells to dissect cellular consequencesBioImage ArchiveS-BIAD199010.7554/eLife.101579PMC1212945140455079 The following previously published datasets were used: SantaguidaS RichardsonA IyerD M'SaadO ZasadilL KnouseK WongY RhindN DesaiA AmonA 2017Aneuploidy triggers an immune responseNCBI Gene Expression OmnibusGSE83647 HeQ AuB KulkarniM ShenY KahJL MaimaitiJ ChongHC LimEH RancatiG SinhaI FuZ WangX CrastaKC ChengKitW MoniqueNHL JohnEC 2019Genome-wide transcriptional response to random aneuploidy in human cellsNCBI Gene Expression OmnibusGSE109519

# Supplementary material for: Image-based identification and isolation of micronucleated cells to dissect cellular consequences
**Source:** eLife. 2025 Jun 2;13:RP101579. doi: 10.7554/eLife.101579
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Materials and Methods – Data and materials availability |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Key Resources Table |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Key Resources Table |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  |  |
| Randomisation |  |  |
| Blinding |  |  |
| Inclusion/exclusion criteria |  |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure and figure supplement legends 1-6 |  |
| Define whether data describe technical or biological replicates. | Figure and figure supplement legends, figure 4. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Figure 6 legend. |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Figure and figure supplement legends 1-6, Materials and Methods: Statistical analyses |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and Methods: Data and material availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Materials and Methods: Data and material availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Materials and Methods: RNAseq and gene-set enrichment analysis |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Materials and Methods – Data and materials availability |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Materials and Methods – Data and materials availability |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Materials and Methods |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

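RNA was measured in RPE1 cells sorted by visual cell sorting, in 3 sets of libraries: 4 DMSO and 4 Mps1i libraries of 2 experiments, 4 MN- and 4 MN+ libraries of 2 experiments, and 3 rupture- and 3 rupture+ libraries of 3 experiments. The sample labels list 29 deposited samples with the parts of divided libraries counted apart, and the deposited tables hold 1 column for each library. That such a column is the sum of its parts was read from the column names and is not stated.

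The deposited values are estimated counts per gene, as deposited by the authors, who quantified transcripts with Salmon on hg38 with bootstraps and GC-bias correction. They imported the values with tximeta, summarised them to genes and kept genes with at least 700 counts in at least 2 samples. The values are whole numbers, not scaled between libraries, and the lowest second-highest count of any gene is 700 in every table. Bootstraps, transcript-length offsets and genes below the minimum are not in the tables, so nothing below that level could be measured. The paper names a likelihood ratio test in DESeq2 with the condition dropped, and its text does not name the full model.

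Differences were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, condition alone) in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Standard errors are the size of the log2 fold change over the square root of the quasi-likelihood F. A fold threshold of 1.5 was applied as an absolute log2 fold change above 0.58. The experiment was also fitted as a block, since libraries of one experiment share a day in the sample labels. Deviations of log2 CPM (prior count 2) from the group means correlated between libraries of one experiment with r from 0.0279 to 0.380 in the Mps1i and DMSO libraries, from -0.0133 to 0.659 in the MN libraries and with r = 0.00951, 0.229 and 0.0381 in the rupture libraries.

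Other tests were DESeq2 1.42.0 (likelihood ratio test, with fold changes also shrunken by its normal prior, as the ashr package the paper used was not installed) and limma-voom in limma 3.58.1, each without and with the block. Further alternatives were DESeq2 size factors, edgeR's filterByExpr, pulse length as a term, both pulse lengths summed, the well as the block, offsets that remove each library's trend in transcript length and GC content (splines with 4 degrees of freedom), and leaving out each library or experiment. With 1 library left in a group, its spread is taken to be that of the others. Leaving out identifiers outside the primary annotation, and the gene list tests with offsets, with DESeq2 size factors or with an estimated correlation, were chosen after seeing the data, apart from the estimated correlation without a block, which was part of the design. The remaining alternatives, the gene lists and the rule for named genes were set before the data were examined.

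The 23 gene lists were tested with limma's camera on voom values with a preset correlation of 0.01 and with an estimated one, adjusted over the lists of a comparison. Genes were named by a rule. It took up to 8 per direction with the largest fold change among those past the threshold and moved the same way in every matched pair, filled from the test with the block. For the pulse comparison it took up to 8 per direction past the threshold in either test. It added every gene the paper's RNA results name and those of its pulse table, and up to 4 members of each described list with the smallest adjusted p. Their values in the paper's tables had been seen. The genes whose effect differed by experiment or pulse length were named after their values were seen.

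Principal components were computed on the 500 most variable genes after DESeq2's variance stabilisation. Positions come from GENCODE v44 on GRCh38, the build the authors used. Of the genes tested, 297, 294 and 224 in the Mps1i, MN and rupture tables have identifiers outside its primary annotation and are given by identifier. Total counts per library ranged from 47919780 to 145242185, and every gene tested holds at least 700 counts in at least 2 libraries. Tables were prepared with Python 3.11.15, and the tests were tested on simulated data. Hallmark gene-set enrichment, imaging and FISH were not analysed here.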

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

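The tests of the pulse genes in Mps1i cells and of a single rupture+ library were chosen after the result was seen, as were the requirement that the margin of the length trend over the other splits exceed their SD and the measure of whether sums over copies of a gene were able to pass.

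The effect of Mps1i differed between the experiments for 38 genes in an interaction test, among them HMOX1, a heme oxygenase (log2 difference 0.765, adjusted p = 0.00191), and FOS, whose log2 differences by pair were -0.691 and -0.658 in experiment 1 and 0.721 and 0.988 in experiment 2 (adjusted p = 0.0136). The effect of MN differed between the experiments for 1 gene, ENSG00000273217 (adjusted p = 6.3e-04 from edgeR), and between the pulse lengths for 2 genes, DSEL and ENSG00000225967 (adjusted p = 3.97e-04 and 0.00829). Among the named genes, 2 of 98 groups of libraries held a library far from the others, where chance gives about 1 in 20. H2AC6 was at a log2 CPM of 2.685 in the Mps1i 800 ms library of experiment 2 and between 2.815 and 2.821 in the other Mps1i libraries. RGPD6 was at 2.964 in the Mps1i 200 ms library of experiment 2 and between 3.926 and 4.014 in the others.

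Of the 23 genes called between the pulse lengths in DMSO with the block, 14 lie outside the primary annotation (Fisher's exact test, p = 9.11e-17). A longer UV pulse that acts alike in both treatments is argued against by the Mps1i libraries, where 9 of the 23 had the same sign (39.1%, exact binomial test, p = 0.405), although 4 of the 23 passed there too (0.0413 expected by chance), 2 with the same and 2 with the opposite sign. Whether reads divided between copies of a gene may account for part of them is left open: of 5 sums over the copies of a gene, 0 passed the threshold with the block, but none could have, since a change of 1 called copy alone moves a sum by at most 4.24 of its standard errors, and the called genes start at 4.8. Genes of the primary annotation among the 23, such as PANK4 and MARF1, are not covered by that test. No biological explanation other than the pulse was tested.

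In MN+ cells, longer transcripts were higher and ribosomal protein genes lower, with a Spearman correlation of fold change and transcript length of 0.6247 in the test over splits of the libraries. The real split had the highest value of the 35 splits, 1 of 35 being as large, but the highest other value was 0.6106 and the SD of the others was 0.169. A length trend that varies between libraries of one condition and an effect of MN therefore cannot be told apart, since the margin is smaller than that spread. The same trend is argued against as the cause of the higher Mps1i genes, whose median kept 90.3% of its value (spread 5.36) with offsets for length and GC content and the block, while the correlation with length fell to 0.00772, but not for the ribosomal protein genes, whose median went from -0.21 to -0.085.

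The genes higher in rupture+ cells came with a shorter pulse, and the rupture+ library of experiment 3 lay apart from the others on the first principal component. A shorter pulse as the cause is argued against by the libraries where pulse and condition are separate: over the 11 raised genes, the median log2 fold change at 200 ms against 800 ms was 0.00517 (standard error over genes 0.034) in the Mps1i and DMSO libraries and -0.0614 in the MN libraries, against 0.855 in rupture+. For EGR1, one of the 11, the pulse is not excluded, since it was higher at 200 ms in both DMSO pairs (log2 fold change at 800 ms against 200 ms -0.43, adjusted p = 1, and -0.54 with the block, adjusted p = 0.952), though not in the Mps1i libraries (0.08, adjusted p = 1). The library of experiment 3 as the whole cause is argued against by the 20 genes called higher with the block without experiment 3, all 20 of which were positive in it (median 0.712, against 0.717 in the other experiments). A pulse effect particular to the cells of the rupture experiments was not tested, and rupture remains a hypothesis.

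Other splits of the libraries were run for each count. In the Mps1i comparison, 1 of 35 splits gave as many genes as the real one (1277, highest other 338, the split by experiment). The same held above 1.5-fold (92 and 20). Both shares are under 0.05 if each library counts as separate. Both pulse libraries of a condition in an experiment came from the same treated cells, however, and the paper does not state from how many wells. Splits that keep these libraries together are too few for such a share, so chance between the treated populations is not excluded. For the number of gene lists, 1 of 35 splits gave as many (18 and 17), a share under 0.05, but the margin of 1 list is small beside the SD of the other splits (5.31), and the 18 splits balanced by experiment (highest other 17) are too few. With the block, the 18 balanced splits are too few for a share under 0.05 (2593 genes, highest other 2). In the MN comparison edgeR's test called 0 genes, so that all 35 splits necessarily gave as many, and the count says nothing about chance (highest other 2972, and 334 above 1.5-fold). The highest is the split by experiment, which points to a difference between the experiments. For the gene lists there, 1 of 35 splits gave as many (13 and 12), again with a margin of 1 list (SD of the other splits 2.59), and the balanced splits (highest other 12), which keep the experiments apart from the comparison, are too few. For the median of the Mps1i genes, 2 of 35 splits gave one as far from 0 (0.2231 and 0.2346), so chance cannot be excluded, and the larger one is a split with unequal numbers of each experiment on its sides. The 18 balanced splits, with the real median the highest (highest other 0.185), are too few, as they are for the genes called with the block (1 gene, highest other 0). In the rupture comparison the 10 splits are too few (3 genes, highest other 1, the same above 1.5-fold; 7 lists, highest other 11, with 4 splits as large; median of the Mps1i genes 0.1895, highest other 0.1401), as are the 4 balanced splits with the block (15 genes, highest other 1).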

How the results depend on the processing

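Tests with identifiers outside the primary annotation left out, and gene list tests with length and GC offsets, with DESeq2 size factors or with the block and an estimated correlation, were chosen only after the result was seen. Both the use of all genes with any count, which adds none to tables the authors had already filtered, and library parts as separate samples, which are not analysed here, were not run. Over the named genes and every alternative that keeps all libraries, 918 of 922 values kept their direction and their side of the threshold in Mps1i, 345 of 406 in MN+, 373 of 496 in rupture+ and 277 of 381 between the pulses. The block changed no other call of a named gene, or of a list as a set, than those counted here or given beside the results, and the cause of each change was not tested. Counts not given below stayed within 1.5 times the reported ones. The median log2 fold change of the Mps1i genes in MN+ and rupture+ cells kept its direction and its side of the threshold under the alternatives that keep all libraries. Genes below the authors' filter of 700 counts could not be measured, and whether depth limits the tests above it was not tested.

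With the block, genes called were 2593 for Mps1i, 1 for MN+, 15 for rupture+, 23 for the pulses. Genes above 1.5-fold were 1 for MN+, 15 for rupture+, 21 for the pulses. With the block and DESeq2 likelihood ratio test, genes called were 3040 for Mps1i, 166 for MN+, 72 for rupture+, 10 for the pulses. Counts above 1.5-fold were 10 for MN+, 33 for rupture+, 9 for the pulses. With the block and DESeq2 likelihood ratio test and shrunken fold changes, genes called were 3040 for Mps1i, 166 for MN+, 72 for rupture+, 10 for the pulses. Above 1.5-fold there were 41 for Mps1i. With the block and limma-voom, genes called were 2795 for Mps1i, 1 for MN+, 15 for rupture+, 20 for the pulses. Genes above 1.5-fold were 1 for MN+, 15 for rupture+, 18 for the pulses. With the block and DESeq2 size factors, genes called were 2592 for Mps1i, 1 for MN+, 15 for rupture+, 22 for the pulses. Counts above 1.5-fold were 1 for MN+, 15 for rupture+, 20 for the pulses. Fitting the block after filterByExpr, genes called were 2593 for Mps1i, 1 for MN+, 15 for rupture+, 21 for the pulses. Above 1.5-fold there were 1 for MN+, 15 for rupture+, 19 for the pulses. With length and GC offsets and the block, genes called were 3205 for Mps1i, 1 for MN+, 39 for rupture+, 3 for the pulses. Genes above 1.5-fold were 1 for MN+, 23 for rupture+, 3 for the pulses. Log2 fold changes that turned were -0.050 for DPYSL3 in MN+, 0.041 for DDX39B in MN+, -0.011 for FASN in MN+. On the primary annotation alone with the block, genes called were 2658 for Mps1i, 1 for MN+, 13 for rupture+, 30 for the pulses. Counts above 1.5-fold were 1 for MN+, 13 for rupture+, 22 for the pulses. With pulse length as a term beside the block, genes called were 2270 for Mps1i, 2 for MN+. Above 1.5-fold there were 2 for MN+. Using DESeq2 likelihood ratio test and shrunken fold changes, genes called were 5 for MN+, 48 for rupture+, 6 for the pulses. Genes above 1.5-fold were 21 for Mps1i, 1 for rupture+. With an estimated correlation, gene lists past the threshold were 3 for Mps1i, 0 for MN+, 0 for rupture+, 0 for the pulses. With that correlation and the block, gene lists past the threshold were 1 for Mps1i, 0 for MN+, 0 for rupture+, 0 for the pulses. Using DESeq2 likelihood ratio test, genes called were 5 for MN+, 48 for rupture+, 6 for the pulses. Genes above 1.5-fold were 5 for MN+, 23 for rupture+, 6 for the pulses. Summing the pulses, with the block, genes called were 822 for MN+. Counts above 1.5-fold were 50 for MN+. Log2 fold changes that turned were -0.0026 for FASN in MN+. Using the block by well, genes called were 35 for MN+. Above 1.5-fold there were 13 for MN+. Log2 fold changes that turned were 0.037 for BAG6 in MN+. Using limma-voom, log2 fold changes that turned were 0.061 for BAG6 in MN+. Using DESeq2 size factors, genes called were 0 for rupture+. Counts above 1.5-fold were 0 for rupture+. Fitting both treatments together with the block, genes called were 1 for the pulses. Above 1.5-fold there were 1 for the pulses. On log2 CPM, component 1 held 29.2% for Mps1i. On all tested genes, component 2 held 23.4% for MN+.

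Without single libraries or experiments the ranges were 524 to 2798 for genes called in Mps1i, 79 to 169 for genes above 1.5-fold in Mps1i, 0 to 3 for genes called in MN+, 0 to 3 for genes above 1.5-fold in MN+, 0 to 77 for genes called in rupture+, 0 to 70 for genes above 1.5-fold in rupture+, 0 to 11 for genes called in the pulses, 0 to 11 for genes above 1.5-fold in the pulses. Log2 fold changes of genes that turned ranged from -0.045 to 0.13 for FASN in Mps1i, -0.10 to 0.95 for RGPD6 in Mps1i, -0.17 to 0.071 for PRPF8 in Mps1i, -0.20 to 0.27 for ENSG00000274442 in Mps1i, -0.21 to 0.16 for SNAI2 in MN+, -0.086 to 0.12 for DPYSL3 in MN+. Further ranges were -0.11 to 0.017 for DDX39B in MN+, -0.15 to 0.16 for FASN in MN+, -0.52 to 0.36 for BAG6 in MN+, -0.075 to 1.50 for RGPD6 in rupture+, -0.26 to 1.2 for BAG6 in rupture+, -0.47 to 0.031 for PRPF8 in rupture+. Further ranges were -0.62 to 0.73 for ENSG00000274442 in rupture+, -0.11 to 2.19 for ENSG00000230685 in the pulses, -12.36 to 0 for ENSG00000278268 in the pulses, -7.01 to 2.48 for NOMO1 in the pulses, -1.29 to 0.13 for EGR1 in the pulses, -0.17 to 0.29 for TNFAIP3 in the pulses. Further ranges were -0.14 to 0.33 for ATF3 in the pulses, -0.28 to 0.18 for SNAI2 in the pulses, -0.056 to 0.083 for DPYSL3 in the pulses, -0.067 to 0.0028 for DDX39B in the pulses, -0.24 to 0.027 for FASN in the pulses.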

Differences from the paper's values

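No tests here were chosen after the result was seen. The paper's thresholds (adjusted p of 0.05, and 1.5-fold) were used, and its errors are standard errors of the log2 fold change. Alternatives named here were set before the data were examined, and those not named as reaching the paper's value did not.

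For Mps1i against DMSO the paper reports about 2200 changed genes, its value, against 1277 here. The count was within 1.5 times the paper's under 10 of 14 alternatives: DESeq2's likelihood ratio test (1914), also with shrunken fold changes, the block (2593), the block with DESeq2 (3040, also with shrunken fold changes), limma-voom (2795), DESeq2 size factors (2592), filterByExpr (2593), length and GC offsets (3205) or pulse length as a term (2270), and in 9 of the 18 runs without a library or an experiment. For MN+ against MN- the paper's count is 165 against 0 here, and 166 with the block and DESeq2, with or without shrunken fold changes. Its count above 1.5-fold is 2 against 0 here, and 2 with the block and pulse length as a term. It also came within 1.5 times with experiment 1 alone (2), or with the block without MN- 800 ms of experiment 1 (2) or MN+ 200 ms of experiment 2 (3). For rupture+ against rupture- the paper's count above 1.5-fold is 14 against 3 here, and 15 with the block by edgeR, limma-voom, with DESeq2 size factors or with filterByExpr. With the block it was 11 without experiment 2 and 21 without experiment 3. Between the pulses in DMSO the paper's count is 6 against 0 here, and 6 with DESeq2's likelihood ratio test, with or without shrunken fold changes. Its count above 1.5-fold is 3 against 0 here, and 3 with the block and length and GC offsets, 2 without DMSO 200 ms of experiment 1 and 3 without DMSO 800 ms of experiment 2.

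Of 67 log2 fold changes compared with those that the paper gives for Mps1i, with 1 gene of its table left out, 66 had the same sign here and 9 differed. The paper's values and those here were 1.62 and 0.56 for SUGCT, 1.14 and 0.99 for ABHD4, 0.98 and 0.083 for ANKH, 0.86 and -0.089 for FGF2, 0.83 and 0.11 for TTN, 0.61 and 0.092 for SCN8A and 0.60 and 0.44 for CTIF, which differed under all 14 alternatives other than left-out libraries. The paper's 0.63 and 0.37 here for PLCXD2 differed except with the block and length and GC offsets, and the paper's -0.82 and -0.70 here for TRIM59 except with limma-voom, without and with the block.

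Between the pulses, 4 of 6 fold changes differed. The paper's 0.12 and 0.31 here for CDKN1A did not differ with shrunken fold changes, without or with the block, or with both treatments together. The paper's 0.08 and 0.73 here for PRPF8 (ENSG00000274442) did not differ with the block and shrunken fold changes. The paper's -0.79 and -0.11 here for FASN differed under all 13 alternatives. The paper's -2.44 and -1.11 here for DDX39B (ENSG00000215425) did not differ with the block by edgeR, DESeq2, DESeq2 size factors, filterByExpr or length and GC offsets.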

Other observations

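Apart from the tests of p53 targets between the pulses with an estimated correlation, none of the tests here was chosen after the result was seen. Several gene groups not described above were measured in Mps1i cells. Of 18 cytosolic heat shock genes, 2 rose and 2 fell (3 higher and 5 lower when adjusted over the list alone, and 3 higher and 5 lower with the block), with a median log2 fold change of -0.0632 and a mean of 0.0406 (adjusted p = 0.253 from limma's camera test). HSPB8, a small heat shock protein of selective autophagy, rose (1.10, standard error 0.129), and HSPA8, the constitutive cytosolic chaperone, fell (-0.37, standard error 0.0437). Of 20 YAP and TEAD targets 3 rose, and 7 with the block (3 when adjusted over the list alone, median 0.0815, adjusted p = 0.0215, and adjusted p = 0.358 with an estimated correlation), among them TGFB2, a TGF-beta ligand (0.66, standard error 0.127). Of 6 replication-dependent histone genes 2 rose, H2AC6 and H2BC12, and with the block 3 rose and 1 fell (3 higher when adjusted over the list alone, median 0.158, adjusted p = 0.0487, 0.0718 with the block, and 0.146 with an estimated correlation).

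Of 75 nuclear genes of oxidative phosphorylation 3 fell, and 7 with the block (2 lower when adjusted over the list alone, median -0.0457, adjusted p = 0.00483, and 0.547 with an estimated correlation), among them ATP5MC2, a subunit of ATP synthase (-0.20, standard error 0.0419). Of 13 mitochondrially encoded genes none passed edgeR's test, and 3 fell with the block (0 when adjusted over the list alone, median -0.107, adjusted p = 0.0323, and 0.510 with an estimated correlation). Of 25 genes of cholesterol synthesis 1 fell, LBR, a nuclear envelope protein that is also a sterol reductase, and 3 rose and 2 fell with the block (1 lower when adjusted over the list alone, median 0.0858, adjusted p = 0.131). Markers of retinal pigment epithelium and keratins did not pass (4 measured, 0 when adjusted over the list alone, median 0.117, adjusted p = 0.148), and of the blood and immune markers only CD68, a lysosomal protein, was measured (0.12, adjusted p = 0.0978, and 0.0448 with the block).

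One hypothesis concerns p53 and the UV pulse: a longer UV pulse may raise p53 targets, which were higher at 800 ms in DMSO. In the MN libraries, which share no library with these, the median log2 fold change of the p53 targets at 800 ms against 200 ms was 0.0966, with 34 of 39 positive (p = 7.84e-14 from limma's camera test, and p = 0.0129 with an estimated correlation). No single member passed edgeR's test. In the Mps1i libraries the median was 0.0915, with 35 of 37 positive and 2 past edgeR's test with the block (p = 1.87e-16, and p = 0.066 with an estimated correlation). These values go with the hypothesis. In the MN libraries each well held both pulse lengths, so a shift between wells does not account for the values there. In the Mps1i and DMSO libraries both pulses were given at random to nuclei of the same population, but the number of wells is not stated. Other causes of a shift between the sorted pulse groups were not tested.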
